# Integrative transcriptome and metabolome evaluation of melanin biosynthesis in *Phyllostachys nigra* during low-temperature growth

**DOI:** 10.48130/forres-0025-0020

**Published:** 2025-09-23

**Authors:** Haojie Wang, Yadan Cao, Shawn D. Mansfield, Pengwei Zhang, Xinchun Lin, Dan Hou

**Keywords:** *Phyllostachys nigra*, Melanin, Low temperature, Transcriptome, Metabolome

## Abstract

Plant melanin is an organic molecule commonly used in medicine, food, and chemical industries. However, the molecular underpinnings of plant melanin's biosynthesis and its regulation are still unclear. *Phyllostachys nigra* is well known for its ornamental value because of its black culms. The black pigments enriched in the epidermis and cortex of *P. nigra* were identified to be melanin by analyses of its physical and chemical properties. Moreover, the biosynthesis of melanin was examined using comprehensive transcriptomic and metabolomic analyses in *P. nigra* when grown at low temperatures. Nontargeted metabolite profiling revealed that some indoles, including serotonin, 3-indoleacetic acid, and 1H-indole-3-acetamide, were significantly enriched in *P. nigra* when grown at low temperatures. Parallel transcriptomic analysis showed that a set of structural genes involved in serotonin biosynthesis was significantly upregulated by low temperatures. By integrating the transcriptome data and weighted gene co-expression network analysis, the essential transcription factors that putatively regulate the biosynthesis of serotonins were revealed. Among those, PnWRKY19-3 was functionally tested and shown to increase the serotonin content in transgenic rice by upregulating *OsT5H* under low temperature conditions. These findings suggest that PnWRKY19-3 may play a positive role in promoting melanin formation in the culms of *P. nigra*. According to the two functional genomic platforms, it appears that low temperature stimulates melanin formation in *P. nigra* by inducing the biosynthesis of indoles. Our research provides new insights into melanin biosynthesis in bamboo, which may be vital to other plant species.

## Introduction

Melanin is a large family of organized biomolecules that can be oligomeric or polymeric in nature and are associated with the pigments typically found in plants, animals, and microorganisms^[1]^. Melanin provides many essential biological functions, including protecting organisms from ultraviolet (UV) damage, endowing them with color, providing a means for temperature regulation and mimetic camouflage, as well as antibacterial and antitumor activity^[1−4]^. There are five types of melanin, including eumelanin and pheomelanin found in animals, allomelanin in plants, neuromelanin and pyomelanin in microorganisms^[5]^. Both eumelanin and pheomelanin are derivatives of tyrosine, while the allomelanin in plants originates from phenolics^[6,7]^. For example, melanin in the seeds of black oats was identified to be a homopolymer of coumaric acids^[8]^, while in *Zanthoxylum bungeanum,* the melanin was shown to contain catechin, hydroquinone, and *p*-coumarin^[9]^. Allomelanin primarily exists in fruit peels or seeds^[9−12]^. It is a class of nitrogen-free polymers, believed to be formed through oxidative polymerization by the oxidative enzymes peroxidase (POD) and polyphenol oxidase (PPO)^[6]^. Furthermore, some plants are also capable of producing phenomelanin or eumelanin. For example, the products of catechol, tyrosine, and some indole derivatives were identified in *Echinacea purpurea*, suggesting it can synthesize the eumelanin and allomelanin^[13]^. In rice (*Oryza sativa*), the the increased accumulation of serotonin has been associated with a dark brown phenotype and stunted growth^[14,15]^. Compared with artificially synthesized melanin, plant melanin is less toxic and widely used in food, medicine, and coloring^[6,16,17]^, all which confer benefits to the human body. As a consequence, the demand for natural plant-derived melanin is increasing exponentially.

The formation of melanin in plants has been shown to be influenced by environmental factors. For instance, the black color common to barley kernel (*Hordeum vulgare*) is considered an adaptive trait for survival in harsh conditions, including cold temperatures, drought, and growth at high altitudes^[18]^. Exposure to high light intensity can inhibit PPO activity, resulting in a decrease in melanin production in the skin of persimmon fruit^[19]^. Moreover, the brown pigmentation in seed coats is known to be induced by low temperatures in soybean (*Glycine max*)^[20]^. Cold storage can increase membranes' permeability and/or disrupt cell compartmentation, causing phenolic compounds to migrate from the vacuoles to the cytosol^[21]^. These phenolics are then oxidized by polyphenol oxidases active in the cytosol, resulting in browning in mung bean (*Vigna radiata*) tissues^[21]^. Cold storage has also been shown to reduce browning, decrease enzymatic activity, and inhibit lignification in post-harvest bamboo shoots^[22]^, but the impact of low temperature on melanin formation in bamboo remains unclear.

In general, most bamboo species have green leaves and culms, and some common varieties have leaves or culms that vary in color from green to yellow, such as *Phyllostachys violascens* cv. Viridisulcat^[23]^ and *P. violascens* var. Flavistriatus^[24]^. Abnormal chloroplast development, decreased chlorophyll, and increased flavonoids are the main reasons that cause the yellowing variation^[23−25]^. Variaties with red or black color are very unique in bamboo. *Indosasa hispida* cv. 'Rainbow' exhibits purplish red at different stages of its growth. Its pigment was ascertained as anthocyanins in previously research, and some genes involved in anthocyanin biosynthesis were also revealed^[26,27]^. *P. nigra* is renowned for the distinctive black coloration of its mature culms and it has been widely utilized in classical landscape architecture. It exhibits natural variation of the green-culmed *P. nigra* var. henonis. Interestingly, the young shoots of both species are green when they sprout, but after about 1 year of development, the culms of *P. nigra* turn completely black, while those of *P. nigra* var. henonis remain green. Cai et al. believe that the black pigments of *P. nigra* culms are also anthocyanins, but most secondary metabolites in the anthocyanin metabolic pathway were not significantly enriched^[28]^. Our preliminary research revealed that the pigment in *P. nigra* is insoluble in distilled water and is primarily soluble in alkaline solutions. The reuslts of a stability analysis showed that it exhibits good light and reduction resistance, as well as iron ion chelation ability^[29]^. Furthermore, the reaction results with 10% sulfuric acid and magnesium powder, as well as hydrochloric acid, were both negative, indicating that the composition of *P. nigra* pigments was not anthocyanins^[29]^. Thus, the composition of melanin in *P. nigra* remains controversial, and its synthesis mechanism remains unclear to date.

In the current study, the physiological indicators, major metabolites, and transcriptomes of *P. nigra* culms were comprehensively examined in attempts to elucidate the melanin composition and the impact of low temperature on its biosynthesis. It appears that the black pigments in the epidermis and cortex of *P. nigra* culms belong to typical melanin. Furthermore, low temperature treatment significantly promotes melanization by mainly enhancing the content of indoles (e.g., serotonin). Several transcription factors (TFs) potentially involved in the formation of melanin were also revealed by weighted gene co-expression network analysis (WGCNA). Among those identified, *PnWRKY19-3* was functionally tested by overexpression in rice and shown to increase serotonin content. These findings implicate *PnWRKY19-3* in regulating serotonin biosynthesis under low temperature conditions, and could be key to promoting the deposition of melanin in *P. nigra* culms.

## Materials and methods

### Plant materials and treatments

For detecting coloration and pigment composition analysis, the culm epidermises were collected from *P. nigra* (Pn) and *P. nigra* var. henonis (Pnh) specimens at Zhejiang Agriculture and Forestry University, China. The culm epidermises were scraped off the bamboo at different development stages: I (the culms of Pn and Pnh were young and green), II (some black spots appeared on the culms of Pn), III (80% culms of the Pn had turned black), and IV (the culms of Pn were totally black). At least five individual bamboo plants each of Pn and Pnh were collected. After collection, the samples were kept in a freezer at −80 °C.

For the low temperature treatment, rhizomes from field-grown Pn were transplanted to pots and cultured in a greenhouse for approximately two years. The immature culms began displaying a full green color in April and continued until June, when the low-temperature treatments were initiated. The greenhouse-grown plants were placed in growth chambers and grown simultaneously at 4 °C (designated as the low temperature treatment, LT) and 25 °C (which served as the experimental control, designated RT for 'room temperature'). A minimum of five young bamboo shoots were employed in each treatment as biological replicates and maintained for 25 d. The culm tissue of the parallel-grown Pn was sampled at 0 h (control), 3, and 24 h and 5, 10, 15, and 25 d following induction at 4 and 25 °C. Following collection, all samples were immediately flash-frozen using liquid nitrogen and stored in a freezer at −80 °C.

### Pigment analysis

For the anthocyanin analysis, about 0.1 g each of the Pn and Pnh samples was extracted using 1 mL of an acidic ethanol solution. After sufficient homogenization, the samples were extracted at 75 °C for 20 min, then the samples were centrifuged at room temperature for 10 min, and the supernatant was collected for testing with a spectrophotometer at 520 nm. The content of anthocyanins was calculated according to the formulas provided in the kit protocol (Keming Biotechnology Co., Ltd., Suzhou, China).

The carotenoid (Car) and chlorophyll (Chl) of Pn and Pnh were extracted using 1 mL of acetone. After extraction, the filters were determined using a spectrophotometer at 645 and 663 nm for Chl, and 470 nm for Car. Then the contents of Chl and Car were estimated using the formulas provided by the associated kits (Keming Biotechnology Co., Ltd., Suzhou, China).

For flavonoids, approximately 0.1 g of the sample was extracted using a 1 mL 60% ethanol solution for 2 h at 60 °C. Then the extraction was centrifuged at room temperature for 10 min at 10,000 × *g*. The supernatant was measured using a spectrophotometer at 510 nm, and the content of flavonoids was calculated using a kit protocol (Keming Biotechnology Co., Ltd., Suzhou, China).

### Tissue sectioning and staining

The culms of Stage IV Pn and Pnh were vertically sliced via an automatic rotary slicer (Leica RM2265, Germany). Before staining, the tissues were trimmed to 50-μm-thick sections. Schmorl staining and Masson–Fontana staining were performed according to the protocols with some modifications (Beijing Leagene Biotechnology Co.,Ltd, China). For Schmorl staining, the sections were stained for 1 min and washed with 1% acetic acid for 1 min. Then the sections were stained with a nuclear counterstaining solution for 3 min and washed with double-distilled water (ddH_2_O) three times before imaging. For Masson–Fontana staining, the sections were stained successively with Fontana silver ammonia solution for 1 min, Haibo solution for 1 min, and a nuclear red staining solution for 1 min. Before imaging, the sections were washed three times with ddH_2_O.

### Extraction and analysis of melanin

The melanin of Pn was isolated with an alkali solution and acid isolation method. Approximately 5 g of PnIV powder was soaked in 50 mL of 1 mol/L NaOH (at a mass/volume ratio of 1:10). The suspension was then hot-soaked in a water bath at 95 °C for 1 h. After extraction, the suspension was centrifuged at 10,000 rpm for 10 min, and the supernatant was retained. The extraction process was repeated twice, and the supernatants were pooled and centrifuged again at 10,000 rpm for 10 min. Finally, the supernatant was adjusted to a pH of 2.0 with a 6 M hydrochloric acid solution and allowed to stand at room temperature for 12 h to precipitate the melanin. The pellet was washed with ddH_2_O until it reached neutrality and then sequentially washed three times with chloroform, ethanol, and ethyl acetate to remove impurities. The final precipitate was vacuum-dried and stored at −20 °C.

The solubility of the melanin extracts was tested according to a previous study^[19]^. Here, ddH_2_O (pH 6.8), NaOH (pH 8.0), and six organic solvents, namely chloroform, ethanol, ethyl acetate, acetone, acetonitrile, and dimethyl sulfoxide (DMSO) were used^[19]^. In each test, about 1 mg of the melanin sample was mixed with 1 mL of the solutions above, and the mixture was incubated at 25 °C for 4 h. Then the solubility of melanin was determined after the mixture was centrifuged at 10,000 rpm for 5 min. For precipitation and oxidation measurements, FeCl_3_ (10%, 125 μL), HCl (3 mol/L, 80 μL), and H_2_O_2_ (30%, 125 μL) were added to the melanin solutions (1 mg/mL)^[19]^. The results were analyzed after incubating the mixture for 30 min before centrifugation at 10,000 rpm for 5 min.

### Ultraviolet–visible absorption and Fourier transform infrared spectroscopy

The extracted melanin was dissolved in a 0.5 mol/L NaOH solution (10 mg/L) and used to detect absorbance using a UV-26001 spectrophotometer (Shimadzu, Japan) in the range of 200−700 nm. As a control, 0.5 mol/L NaOH was used.

About 10 mg of the isolated melanin was mixed with KBr and used for Fourier transform infrared (FT-IR) spectroscopy using a Thermo Nicolet IS 5 (Thermo Scientific, USA) equipped with a diamond Attenuated Total Reflectance (ATR) accessory. The measurement was performed in the range of 4,000−600 cm^−1^ with an optical resolution of 4 cm^−1^.

### Radical scavenging activity

The 2,2-diphenyl-1-picrylhydrazyl (DPPH) and 2,2-azino-bis-3-ethylbenzothiazoline-6-sulphonic acid (ABTS) radical scavenging activities were determined using kits from Solarbio Science & Technology Co., Ltd. (Beijing, China). Briefly, 20 mg fresh epidemic samples of the Pn and Pnh culms at Stage IV were extracted with 1 mL ofthe extraction solution and incubated for 30 min at 40 °C. After centrifuging for 10 min at 10,000 rpm, the supernatant was used to measure the DPPH and ABTS using a spectrophotometer at 515 and 405 nm, respectively. The DPPH and ABTS values were calculated using the formulas provided in the protocols.

### Color parameters

To record the change in color, the brightness (ΔL) and chromaticity indices (Δa and Δb) were measured using a CR-10 portable colorimeter (Konica Minolta, Japan). The ΔL value represents the difference in brightness, where positive values indicate white tones and negative values represent dark tones. The Δa value represents the red and green spectrum, where positive values indicate a reddish color and negative values indicate a greenish color. The Δb value represents the yellow and blue spectrum, where positive values indicate a yellowish color and negative values indicate a bluish color. For each biological specimen, grown at both temperatures, at least 10 values were recorded for each time point.

### RNA sequencing

The total RNA of stored, flash-frozen culm specimens of *P. nigra* (CK, RT1d, LT1d, RT15d, LT15d, RT25d, and LT25d) was extracted using a Plant RNA Extraction Kit (Takara, Japan). The purity of the total RNA was analyzed using an Agilent Bioanalyzer 2100 (Agilent, CA, USA). Only RNA samples that demonstrated structural integrity with a 260/280 nm absorbance ratio between 1.8 and 2.0 and an RNA integrity number (RIN) of ≥ 7.0 were used to generate cDNA libraries. Following quality confirmation and mRNA isolation, paired-end sequencing was performed via the Illumina Novaseq TM 6000 sequence platform. For data analysis, clean reads were mapped to the reference genome of *P. edulis* (version 2018)^[30]^ using HISAT2 (https://daehwankimlab.github.io/hisat2/, version: hisat2-2.2.1), and mapped reads were assembled using StringTie (http://ccb.jhu.edu/software/stringtie/, version: stringtie-2.1.6). The FPKM (fragments per kilobase of transcript per million mapped reads) value of all transcripts was calculated by StringTie and ballgown (www.bioconductor.org/packages/release/bioc/html/ballgown.html). Principal component analysis (PCA) was performed using R (www.r-project.org) to reveal the relationships among the samples. For the differentially expressed gene (DEG) analysis, DESeq2 software was employed, and only genes with a fold change ≥ 2 and a false discovery rate (FDR) ≤ 0.05 were considered to be DEGs. Finally, the DEGs were subjected to Gene Ontology (GO) database and Kyoto Encyclopedia of Genes and Genetics (KEGG) pathway enrichment analyses^[31]^.

### Metabolomic profiling analysis

The metabolites were extracted from the culm epidermis of *P. nigra* (CK, RT1d, LT1d, RT10d, LT10d, RT15d, LT15d, RT25d, and LT25d). A Vanquish Flex HPLC system (Thermo Fisher Scientific, Bremen, Germany) fitted with an ACQUITY UPLC T3 column (100 mm × 2.1 mm, 1.8 μm, Waters, Milford, USA) maintained at 35 °C was used for chromatographic separation, using the following parameters. The flow rate was maintained 0.4 mL/min, and the mobile phase comprised Solvent A (water, 0.1% formic acid) and Solvent B (acetonitrile, 0.1% formic acid). The gradient elution conditions were as follows: 0 to 0.5 min, 5% B; 0.5 to 7 min, 5% to 100% B; 7 to 8 min, 100% B; 8 to 8.1 min, 100% to 5% B; 8.1 to 10 min 5% B. A high-resolution tandem mass spectrometer (Q-Exactive, Thermo Scientific) was used to detect metabolites, which was operated in both positive and negative ion modes. Specifically, precursor spectra were collected at a resolution of 70,000 to achieve an automatic gain control (AGC) target of 3 e^6^. The maximum injection time was set to 100 ms. A Top 3 configuration was established to acquire data in data-dependent acquisition (DDA) mode. Fragment spectra were collected at a resolution of 17,500 to reach an AGC target of 1 e^5^, with a maximum injection time of 80 ms. To assess the stability of the liquid chromatography-mass spectrometry (LC-MS) throughout the entire acquisition, a quality control sample (a pool of all samples) was collected after every 10 samples. The raw data files were processed by the XCMS, CAMERA, and metaX toolbox, implemented with R software, and then the online KEGG database and Human Metabolome Database (HMDB) were used to annotate the metabolites. The normalized data were subjected to PCA analysis to evaluate their quality. Student's *t*-test was used to detect significant differentially accumulating metabolites (DEMs), and the metabolites between two samples with a matched ratio of ≥ 2 or ≤ 1/2; *p*-value < 0.05 and VIP (variable important for the projection) ≥ 1 were considered to be DEMs. Finally, the annotation of DEMs was performed using the online KEGG database.

### WGCNA analysis

To analyze the correlation between the major DEMs and the DEGs, a WGCNA was performed (www.omicstudio.cn/analysis/wgcna?id=16). The gene number (minimum size) was 30, and the minimum height for merging modules was set to 0.25. After obtaining highly related genes, a correlation analysis was then performed using the online COR tool (www.omicstudio.cn/tool/62). To generate gene networks, only highly correlated genes (|cor| > 0.99, *p* < 0.01) were used, and Cytoscape (3.9.1) was used for visualization.

### Gene cloning and overexpression

The coding sequence (CDS) of *PnWRKY19-3* was determined on the basis of transcriptome alignment and named according to what has been described previously^[32]^. The primers used for cloning are shown in Supplementary Table S1. The CDS of *PnWRKY19-3* was inserted into a pCAMBIA:1300 vector, which was driven by the *CaMV 35S* promoter and had the *GFP* gene added at the 3' nopaline synthase (NOS) terminator (35S::PnWRKY19-3-GFP). The construct was then introduced into rice via *Agrobacterium tumefaciens* (EHA105)-mediated transformation following a previously described method^[33]^. Positive transformants were confirmed by screening genomic DNA isolated from the flag leaves using a cetrimonium bromide (CTAB) method. Following confirmation, the overexpressed (OE) and wild-type (WT) lines were cultivated in half-strength Hoagland solution in a greenhouse, and two-month-old plants were subsequently used for the RT and LT treatments. The experimental design with the transgenic rice mirrored the experimental design of the RT and LT treatment of bamboo, lasting for approximately 30 d. For each treatment, six WT plants and five OE plants were employed, and the samples were collected at 0 and 3 h and 1 and 5 d following temperature treatment for subsequent determination of the serotonin content and gene expression analysis.

### Subcellular localization

The 35S::PnWRKY19-3-GFP construct was also used for subcellular localization in the transient expression system of tobacco leaves^[34]^; the empty pCAMBIA1300-GFP vector was used as a negative control. After 3 d of postinfiltration, the transfected leaves were observed under a confocal microscope (ZEISS, LSM 880). Green fluorescent protein (GFP) fluorescence was detected under a 488-nm argon laser.

### Serotonin measurement

The serotonin content in WT and *PnWRKY19-3* OE lines of rice was measured as previously described^[35]^. Briefly, after collection, the flag leaves (0.1 g) were ground with 1.2 mL of methanol and immediately mixed for 5 min at 4 °C. The supernatant was collected by centrifugation at 13,500 × *g* for 5 min at 4 °C and transferred to a new tube using a syringe fitted with a 0.22 μm filter. The filtered solution was slowly injected into a preactivated Sep-Pak C18 cartridge, and the cartridge was washed with 1.5 mL (the same volume as the sample) of 80% methanol. The washing solutions were combined with the filtrate, and the mixture was evaporated to dryness and dissolved in 0.2 mL of 50% methanol. This solution was analyzed by high-performance liquid chromatography (HPLC) (Agilent 1260 Infinity II) using a Sepax Bio-C18 column (4.6 mm × 250 mm) with an isocratic elution of 5% (v/v) methanol in water containing 0.3% trifluoroacetic acid at a flow rate of 0.8 mL/min. The eluents were detected at a wavelength of 280 nm on a diode array detector (DAD). The quantification was conducted with three independent extractions.

### Transient overexpression in protoplasts

The CDS of *PnWRKY19-3* was connected to the vector of pUBQ10 as described in a previous study^[25]^. The protoplasts were isolated from tender branches of *P. nigra* using a polyethylene glycol (PEG)-mediated method^[36]^. Then the recombinant vector was transiently overexpressed in the protoplast of *P. nigra*^[25]^. The cells were collected after overnight cultivation.

### Quantitative reverse transcription–polymerase chain reaction analysis

Total RNA from the flag leaves of WT and *PnWRKY19-3* OE rice, RNA from the culm epidermis of Pn and Pnh under LT and RT treatments, and RNA from the *PnWRKY19-3* OE protoplasts was extracted using TRIzol reagent. Then the single-stranded DNA was synthesized using the PrimeScript™ RT reagent kit with gDNA Eraser (TaKaRa). Quantitative reverse transcription–polymerase chain reaction (qRT-PCR) was performed using SYBR Green Master Mix (Bio-Rad) on a real-time polymerase chain reaction (PCR) instrument (Bio-Rad). The reaction system was as follows: 5 μL SYBR Gr, 0.5 μL forward primer, 0.5 μL reverse primer, 2 μL cDNA, and 3 μL H_2_O. The reaction program was as follows: denaturation at 95 °C for 30 s, annealing at 60 °C for 30 s, and extension at 72 °C for 30 s, repeated for 40 cycles. The *Ubiquitin* genes in rice (*OsUBQ*) and in bamboo (*PeUBQ*) were used as reference genes^[37,38]^, and the relative expression of the transgene was calculated using the 2^−^^ΔΔ^^Cᴛ ^method. The formula for ΔΔCᴛ was: ΔΔCᴛ = ΔCᴛ (target genes) − ΔCᴛ (reference gene). Finally, the primers used for qRT-PCR are shown in Supplementary Table S1.

### Statistical analysis

The data were analyzed by IBM SPSS V27.0, using one-way analysis of variance (ANOVA) and Student's *t*-test. Means ± standard deviations (SDs) are presented, calculated from at least three independent experiments. Statistical significance was assumed when *p* < 0.01.

## Results

### Morphological observation and pigment analysis of Pn and Pnh culms

The coloration process of Pn and Pnh culms was observed in this study. They were all green when immature (PnI and PnhI, Fig. 1a). For Pn, the black spots began to appear on the culms at Stage II. These spots significantly accumulated during Stage III, resulting in completely purple-black culms when matured (Stage IV). However, the culms of Pnh remained green at all stages (Fig. 1a). Furthermore, changes in the pigments of Pn and Pnh culms were observed. As shown in Fig. 1b, the epidermal cells of Pn were filled with green chlorophyll (Chl) during the Stage I. However, the Chl degraded and the purple-black pigments significantly accumulated at Stage IV. For Pnh, the cells were full of Chl regardless of the stages. This suggests that the enriched black pigments led to a variation in color in the Pn culms. To reveal the composition of black pigments, the content of anthocyanins, Chl, Car, and flavonoids was measured in the culm epidermis of Pn and Pnh (Fig. 1c). Anthocyanin, Chl, and Car all showed a decreasing trend in Pn during its coloration, and their levels were significantly lower than those in Pnh. In contrast, the content of total flavonoids increased in Pn, and only in the last stage was it significantly higher than in Pnh bamboo. In summary, the anthocyanins, carotenoids, and flavonoids were not the main pigments responsible for the black phenotype of Pn culms.

**Figure 1:**
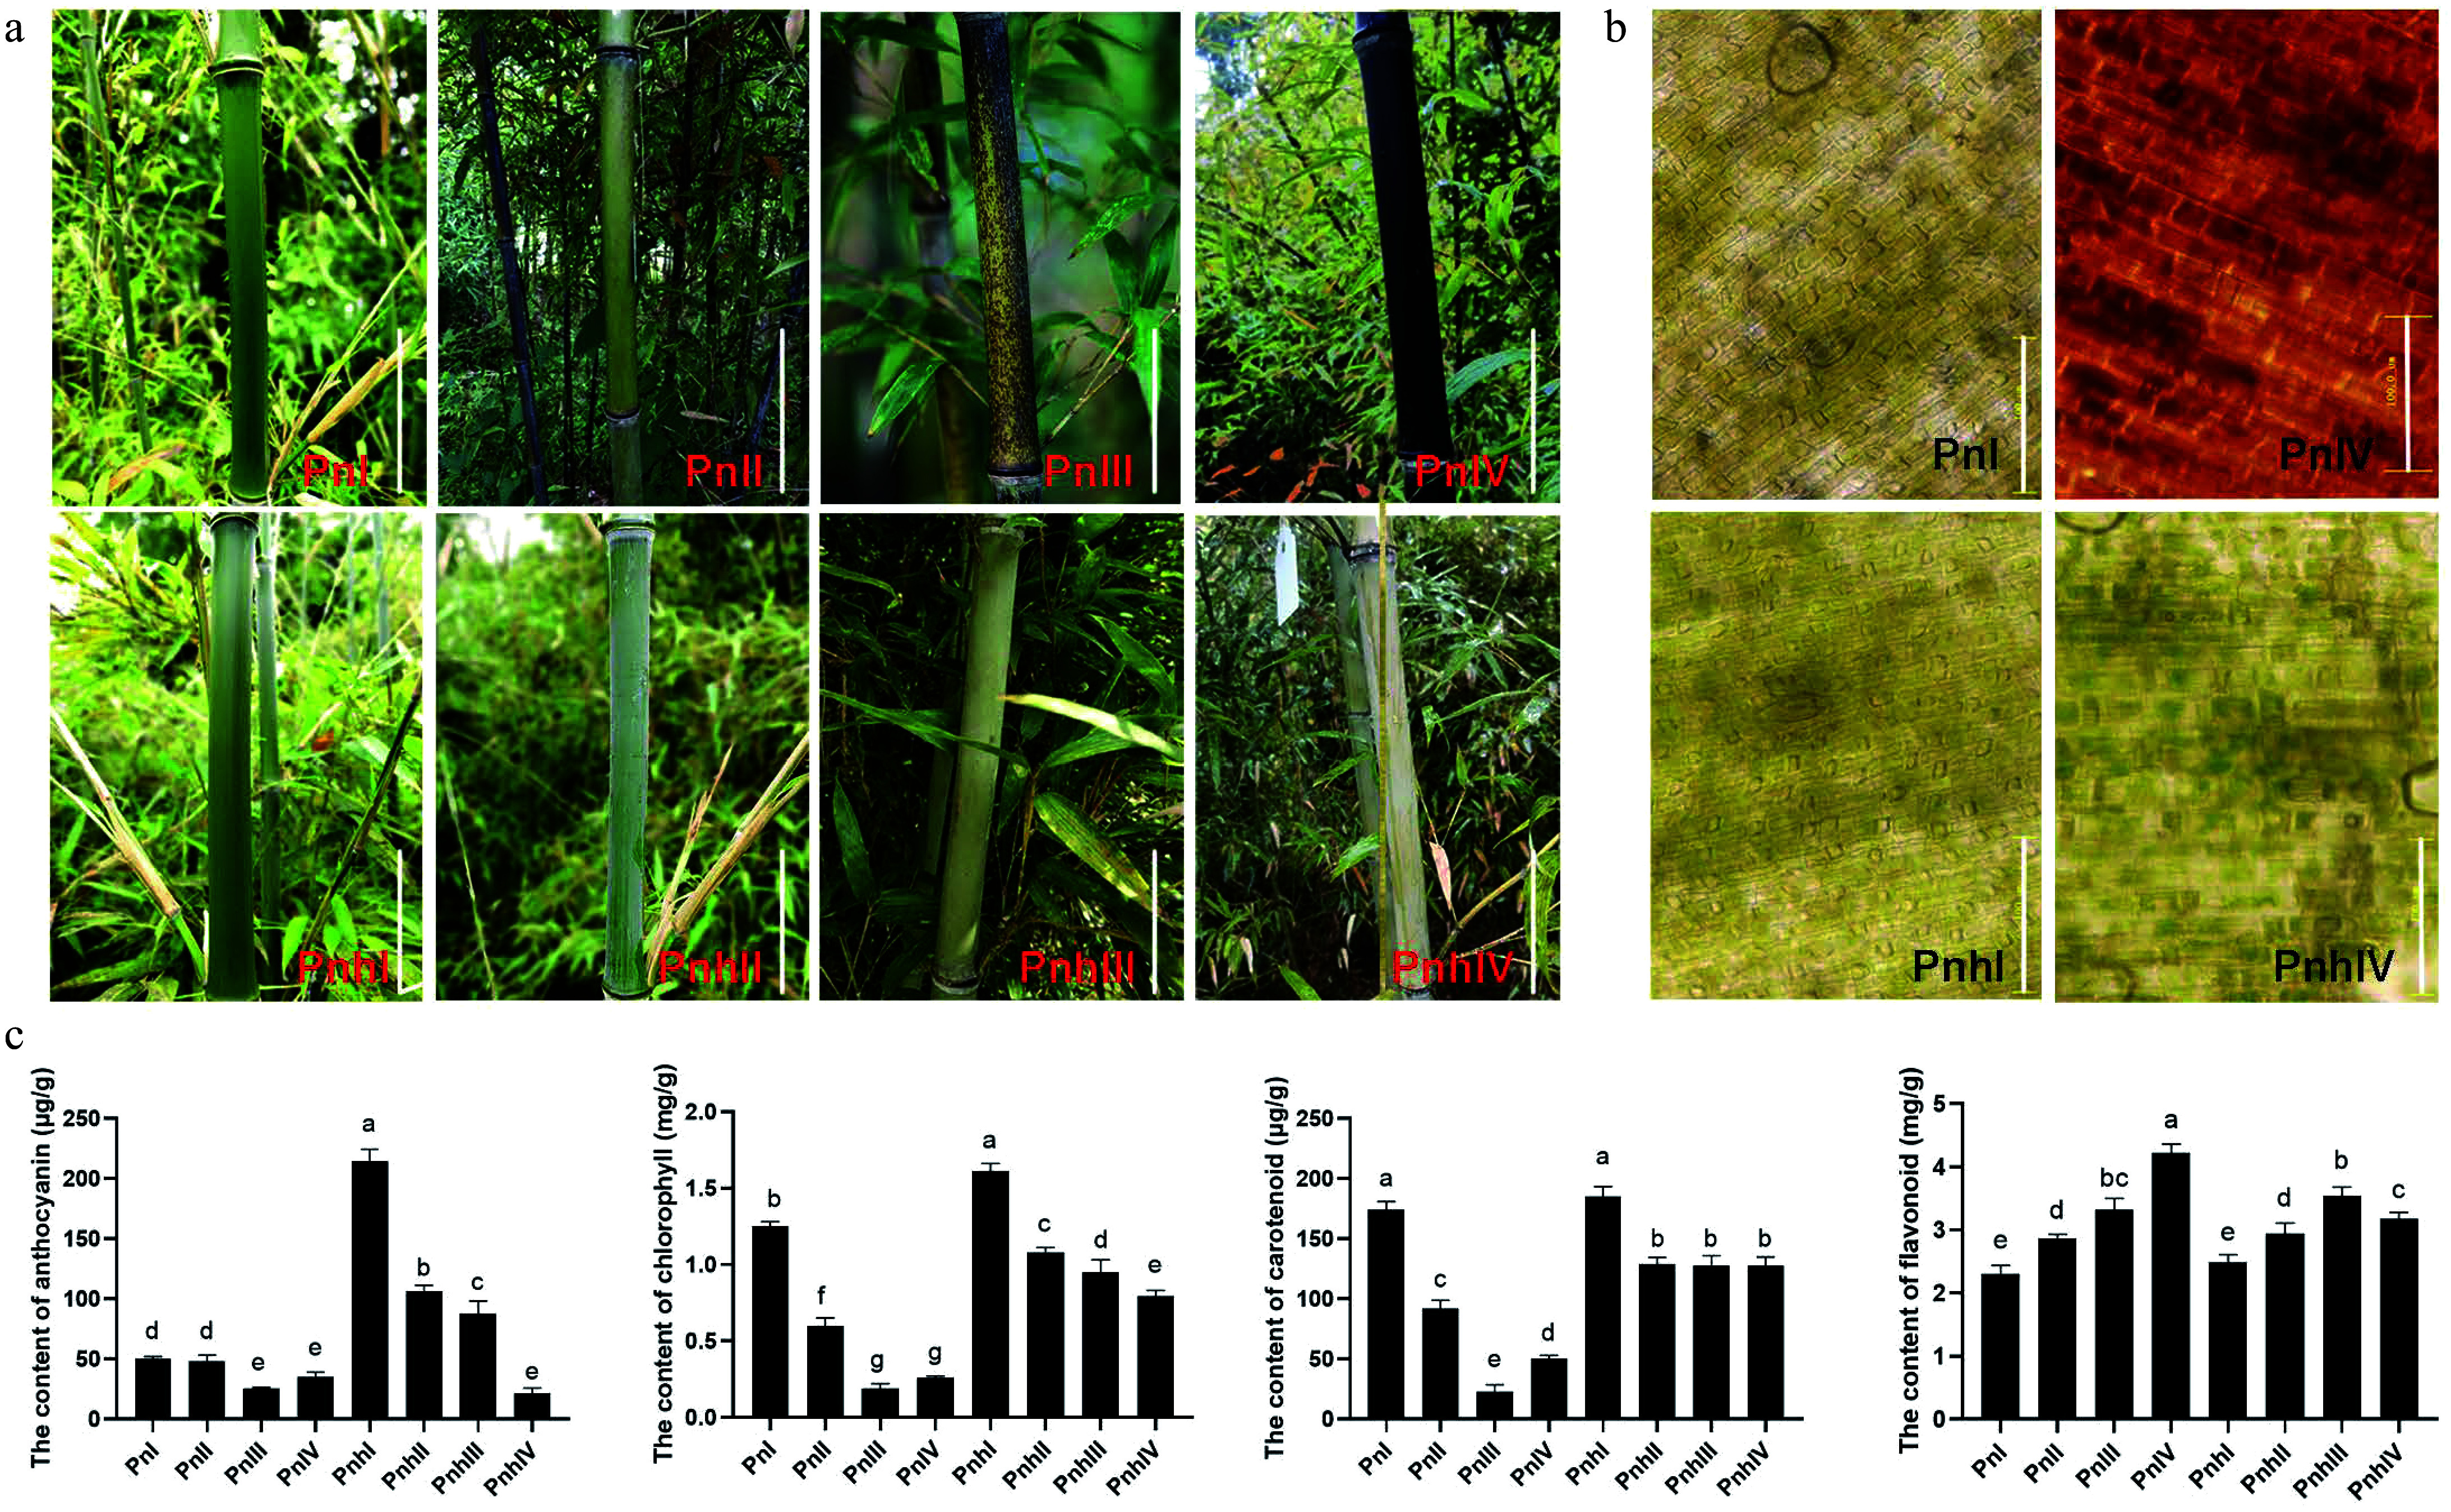
Morphological observation and pigment analysis in Pn and Pnh culms. (a) The coloration process of Pn and Pnh at different stages. Bar = 10 cm. (b) Observation of pigments in Pn and Pnh at Stages I and IV. Bar = 100 μM. (c) Analysis of the content of anthocyanins, chlorophyll, carotenoids, and flavonoids in Pn and Pnh at various stages. Different letters indicate significant differences in the data.

### Analysis of melanin from Pn culms

To identify whether the pigment of Pn culms belongs to melanin, culms of PnIV and PnhIV were stained using the Schmorl and Masson–Fortuna methods. As shown in Fig. 2a, the epidermis and cortex of Pn appeared blue under Schmorl staining, but those of Pnh showed no signals. Moreover, the epidermis and cortex of Pn appeared black under Masson–Fortuna staining, while those of Pnh were brown. Then the pigments of Pn and Pnh were extracted using an alkali solution and acid isolation method. As a result, the pigments in Pn were precipitated as melanin, but those of Pnh were not (Supplementary Fig. S1). The isolated melanin of Pn was completely dissolved by NaOH and partially dissolved by DMSO, but was insoluble in water and other organic solvents, such as ethanol, acetone, ethyl acetate, and acetonitrile (Fig. 2b). Moreover, it was precipitated by FeCl_3_ and HCl, and lightened by the H_2_O_2_ solution (Fig. 2b). The UV-visible spectrum of the isolated melanin exhibited two maximum absorption peaks at 219 and 282 nm (Fig. 2c). Additionally, the absorption bands of the isolated melanin appeared a 2,800−3,400 cm^−1^ and 1,050−1,650 cm^−1^ (Fig. 2d). Finally, the radical scavenging activity of Pn and Pnh was measured. Compared with Pnh, the DPPH and ABTS values in Pn were both significantly higher, indicating a greater antioxidant activity (Fig. 2e). Taken together, the results of the analyses of physical and chemical properties indicate that the primary pigment in the epidermis and cortex of Pn belongs to plant melanin, which is responsible for the black phenotype of its culm.

**Figure 2:**
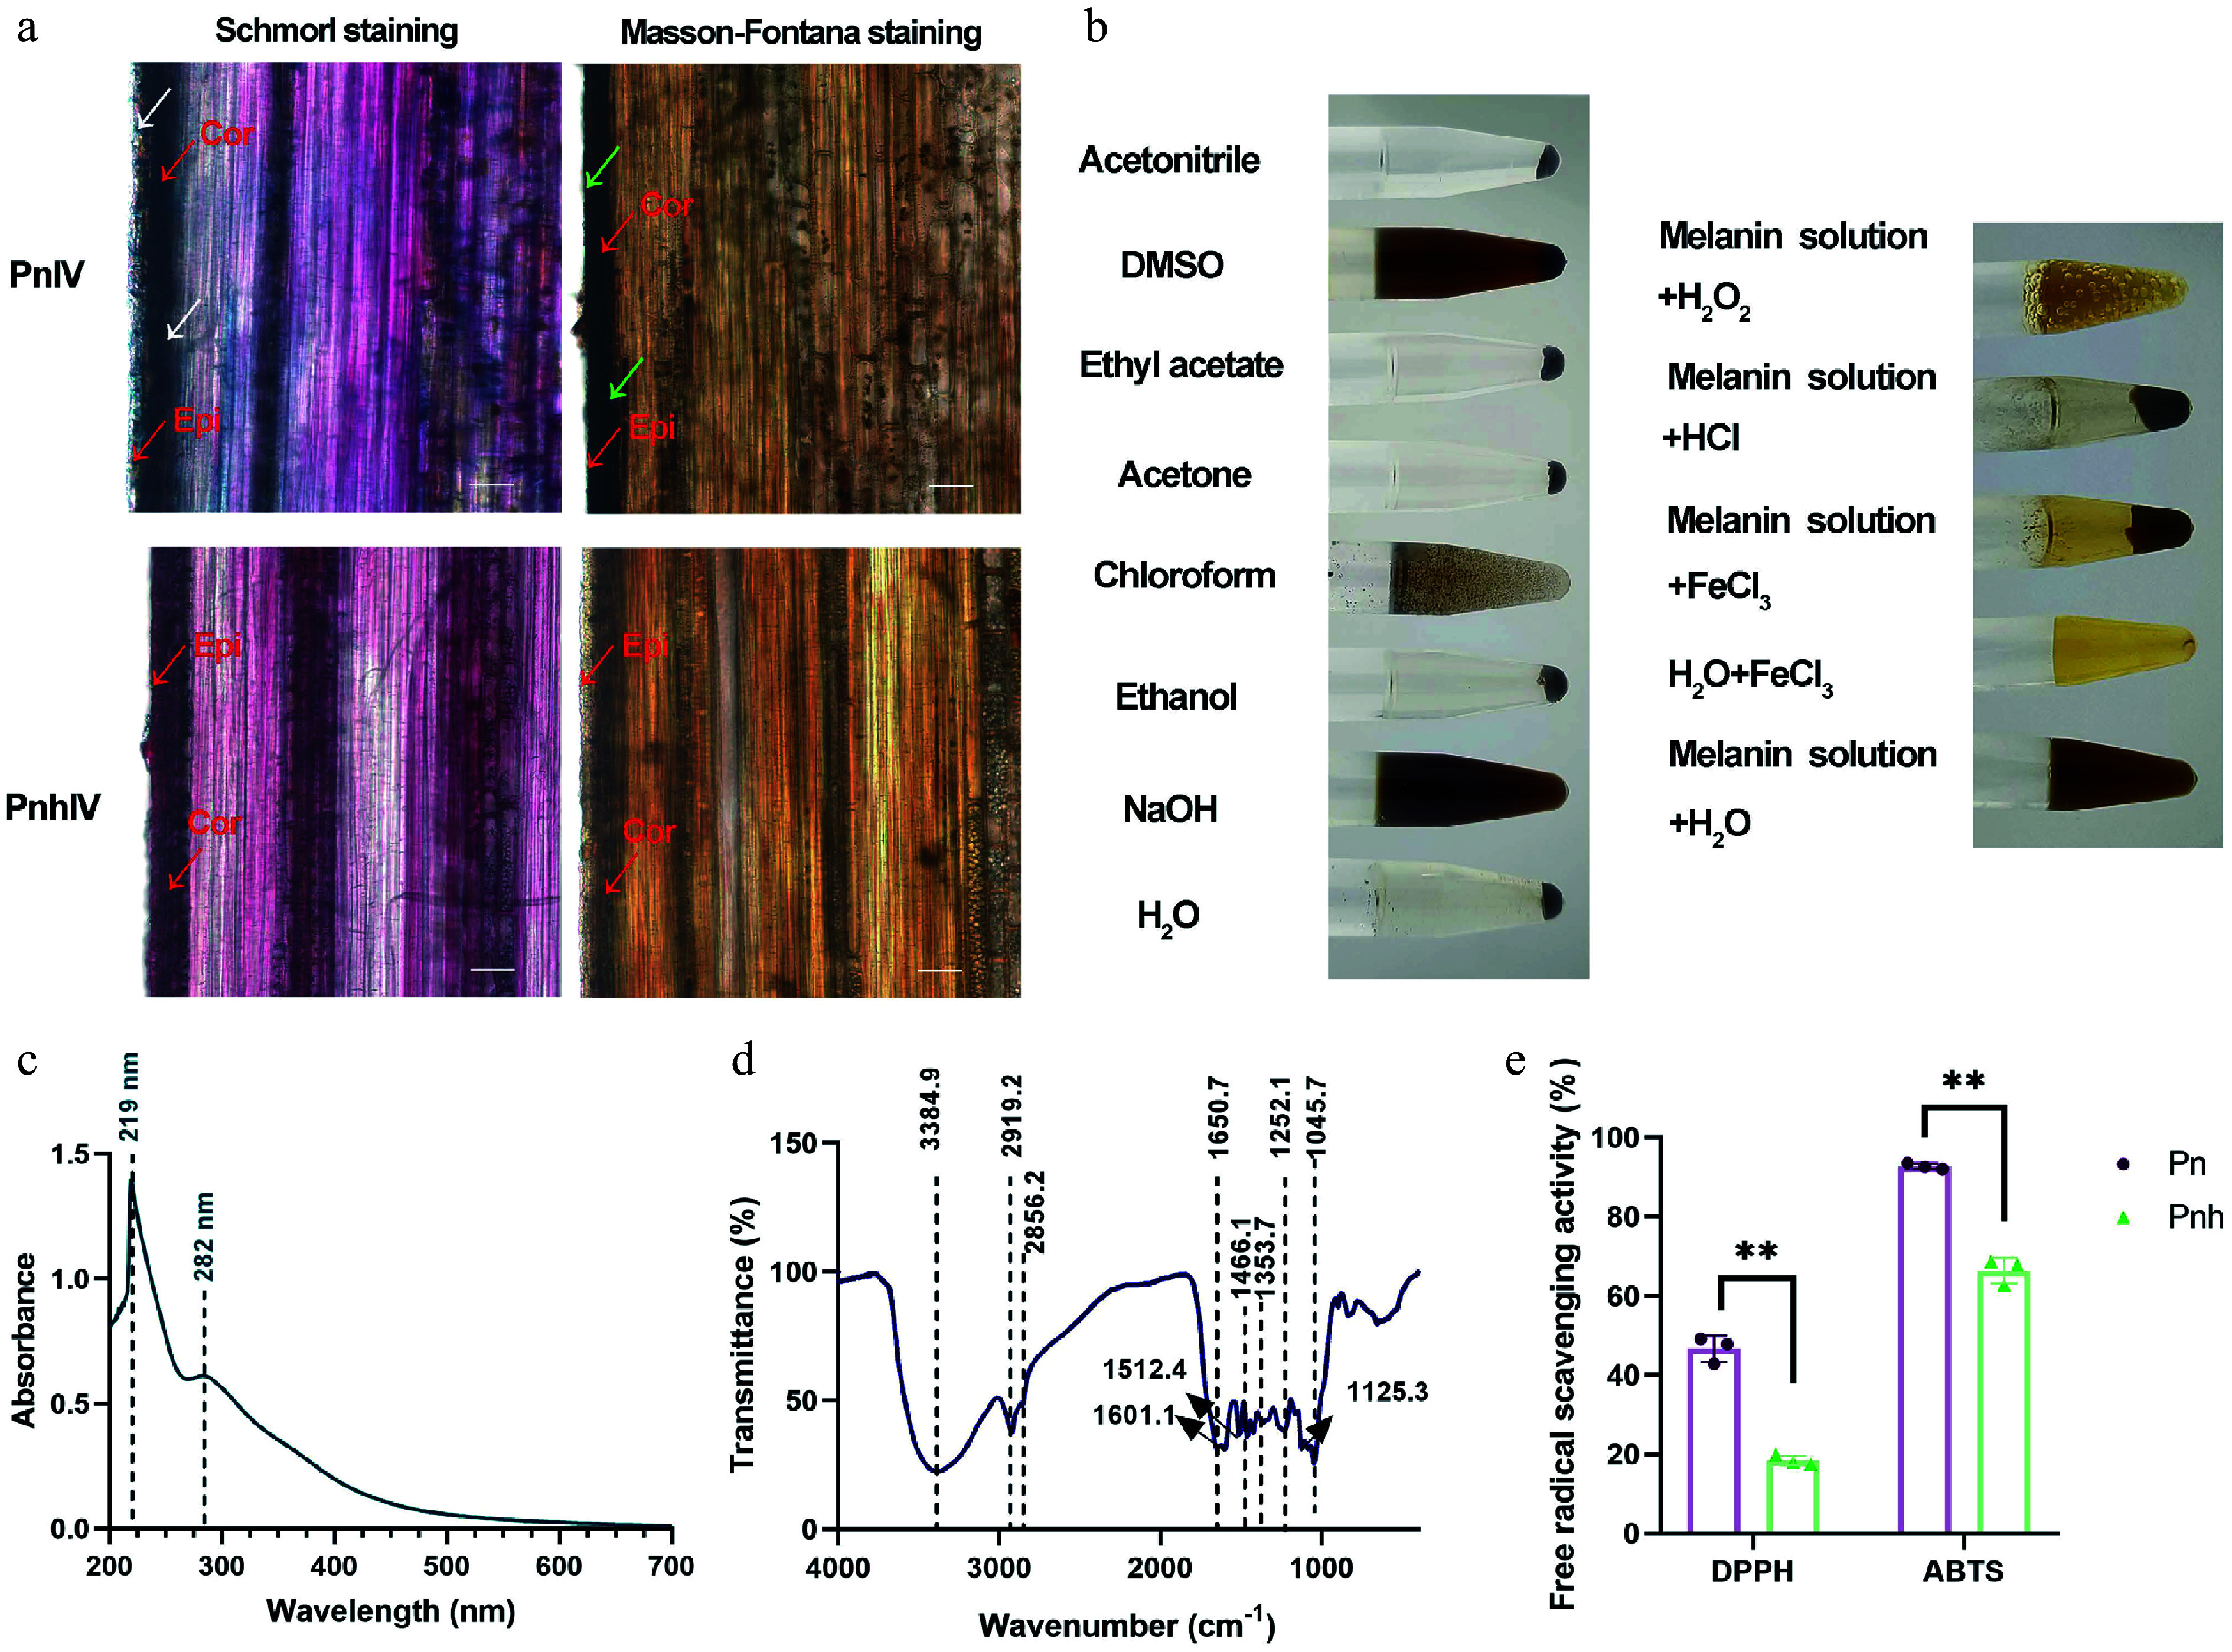
The physical and chemical properties analysis of the melanin isolated from Pn. (a) The tissue sectioning and staining of Pn and Pnh culms. Red arrows: Cor, cortex; Epi, epidermis. White arrows: blue signals after staining via Schmorl's method. Green arrows: black signals after Masson–Fortuna staining. Bar = 50 μm. (b) The solubility, precipitation, and oxidation of the melanin isolated from Pn. (c), (d) The UV and FT-IR analysis of Pn melanin. The dashed lines represent the absorption peaks. (e) The DPPH and ABTS free radical scavenging analysis of Pn and Pnh at Stage IV. ** represents *p* < 0.01.

### LT accelerates melanin formation in Pn culms

Three-month-old greenhouse-propagated Pn plants were subjected to LT and RT treatments for 25 d. Throughout the 25-day trial, the color of the culms in both treatment groups gradually changed from green to black (Fig. 3a). Under RT, a few black spots appeared after the fifth day, and by Day 15, the spots had become increasingly noticeable. At the end of the trial, approximately 80% of the Pn culms had turned black. In contrast, the culms grown at LT showed distinct black spots on the fifth day. By Day 10, significantly more spots emerged, resulting in almost completely black culms by the 25^th^ day. To further analyze the changes in culm color, the optical color parameters ΔL, Δa, and Δb were measured (Fig. 3b–d). For the RT treatment, both the ΔL and Δb values initially increased but then decreased, while the Δa values increased and exceeded 0 by Day 20. In contrast, when grown at LT, both the ΔL and Δb values initially decreased before increasing, and Δa increased significantly, exceeding zero by Day 10. Moreover, the ΔL and Δb values of the LT-grown bamboo were significantly lower than those grown at RT, while the Δa value was significantly higher. In summary, the LT treatment significantly accelerated blackening of the Pn culms.

**Figure 3:**
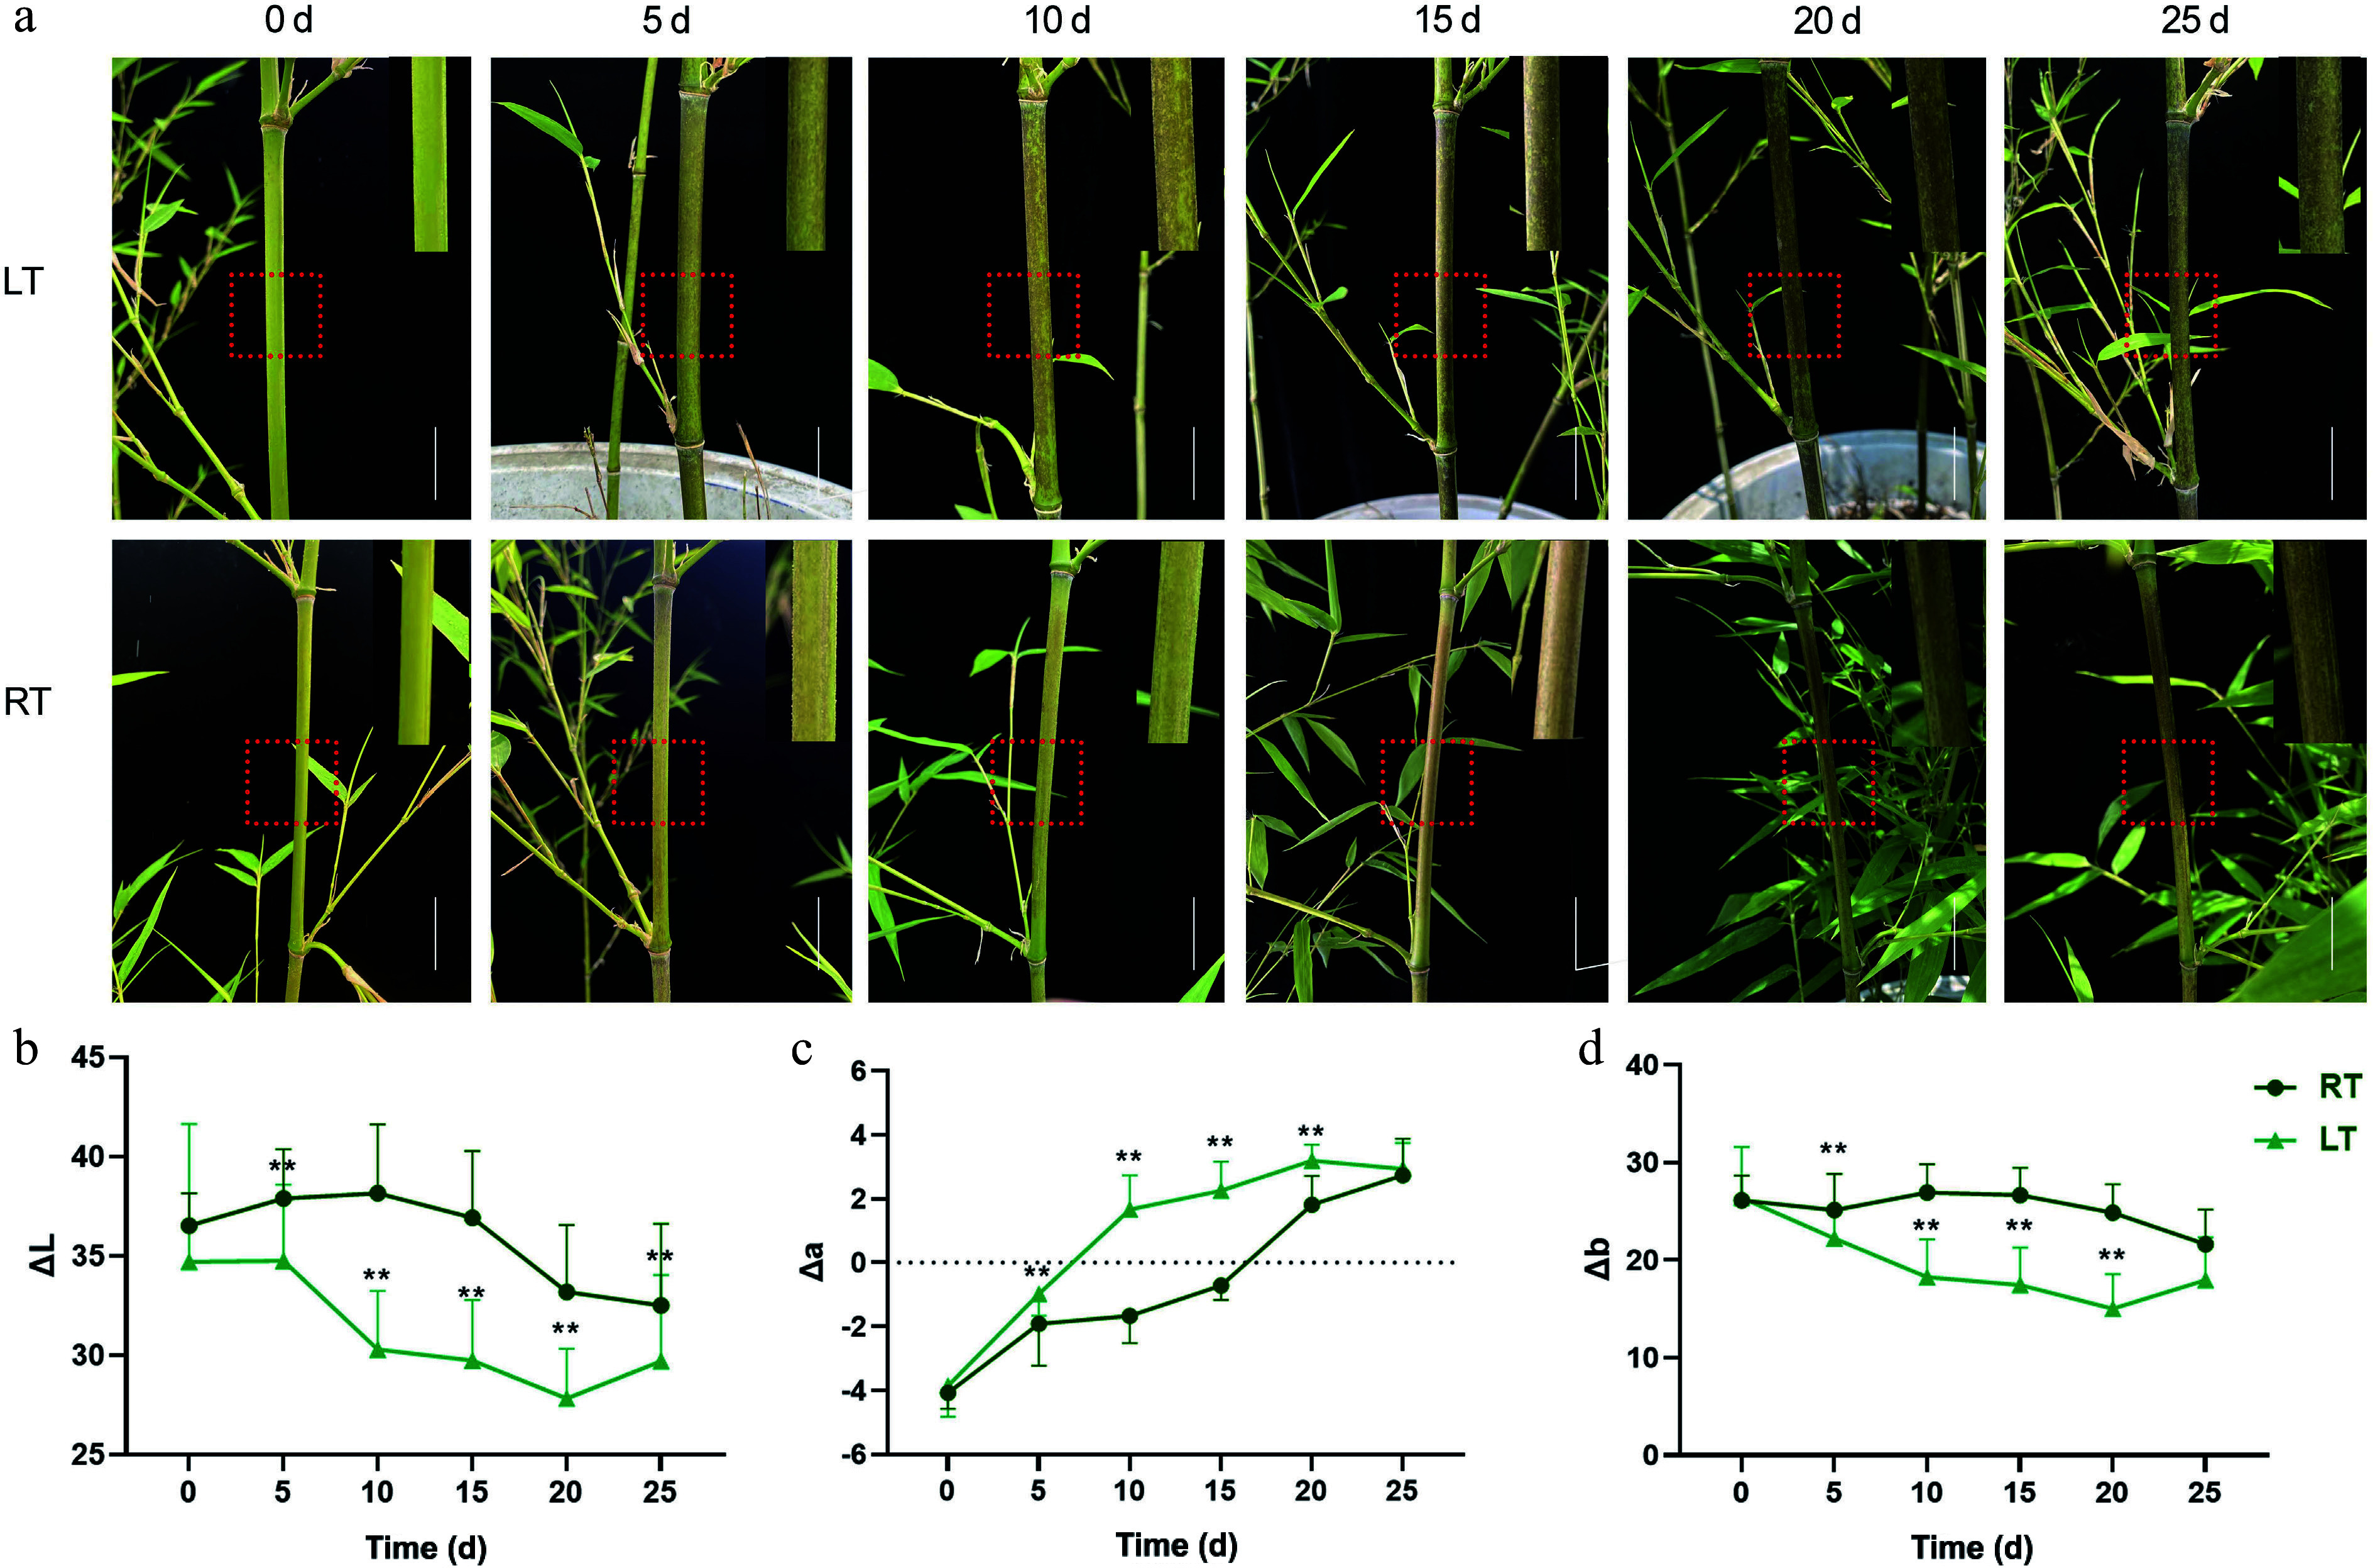
Growth phenotype and color difference of Pn grown under the low temperature (LT) and room temperature (RT) treatments. Bar = 2 cm. The red dotted box was enlarged in the upper right corner of each image. (a) The phenotype of Pn grown under the LT and RT treatments over the duration of the 25-day temperature trial. (b−d) Changes in ΔL, Δa, and Δb values of Pn grown under the LT and RT treatments. ΔL represents the brightness, Δa represents the color change from red to green, and Δb represents the color change from yellow to blue. ** represents *p* < 0.01.

### LT induces the accumulation of indole-derived compounds in the culms of Pn

To investigate the changes in melanin-associated metabolites under LT, a nontargeted metabolic profiling method was employed. According to the PCA results, the different biological replicates of individuals grown at the same temperature and at the same time points grouped well, and most samples from the RT treatment were separated from the LT treatments, indicating that the experiment was reproducible and generally reliable (Supplementary Fig. S2). Compared with RT, 4,115 and 4,803 DEMs were identified after Days 1 and 15 of LT treatment, respectively; on Day 25, the number of DEMs increased to 5,283 (Supplementary Table S2). For both LT and RT, the DEMs that accumulated largely belonged to the core phenylpropanoid biosynthetic pathway derived from phenylalanine metabolism. However, the biosynthesis of alkaloids derived from shikimate biosynthesis; plant hormone biosynthesis; and the alanine, aspartate, and glutamate metabolism pathways were also found to be enriched only under the LT treatment (Fig. 4a, b). Metabolites involved in indole synthesis and phenolic metabolism were the primarily focus, as a consequence of their essential roles in forming melanin in plants. As shown in Fig. 4c, the abundance of indole derivatives, including serotonin, 3-indoleacetic acid, and 1H-indole-3-acetamide, significantly increased during LT treatment compared with the RT treatment. However, the profiles of tryptamine and tryptophan (Trp) showed no significant difference between LT and RT. Compared with the indoles, most phenolics exhibited comparable levels between treatments; only trans-ferulic acid (FA), 4-methylumbelliferone (4-MU), and coumarin were shown to significantly accumulate during LT (Fig. 4d). These findings indicate that LT may stimulate the accumulation of indoles and their derivatives, which may result in the accumulation of melanin in the culms of *P. nigra*.

**Figure 4:**
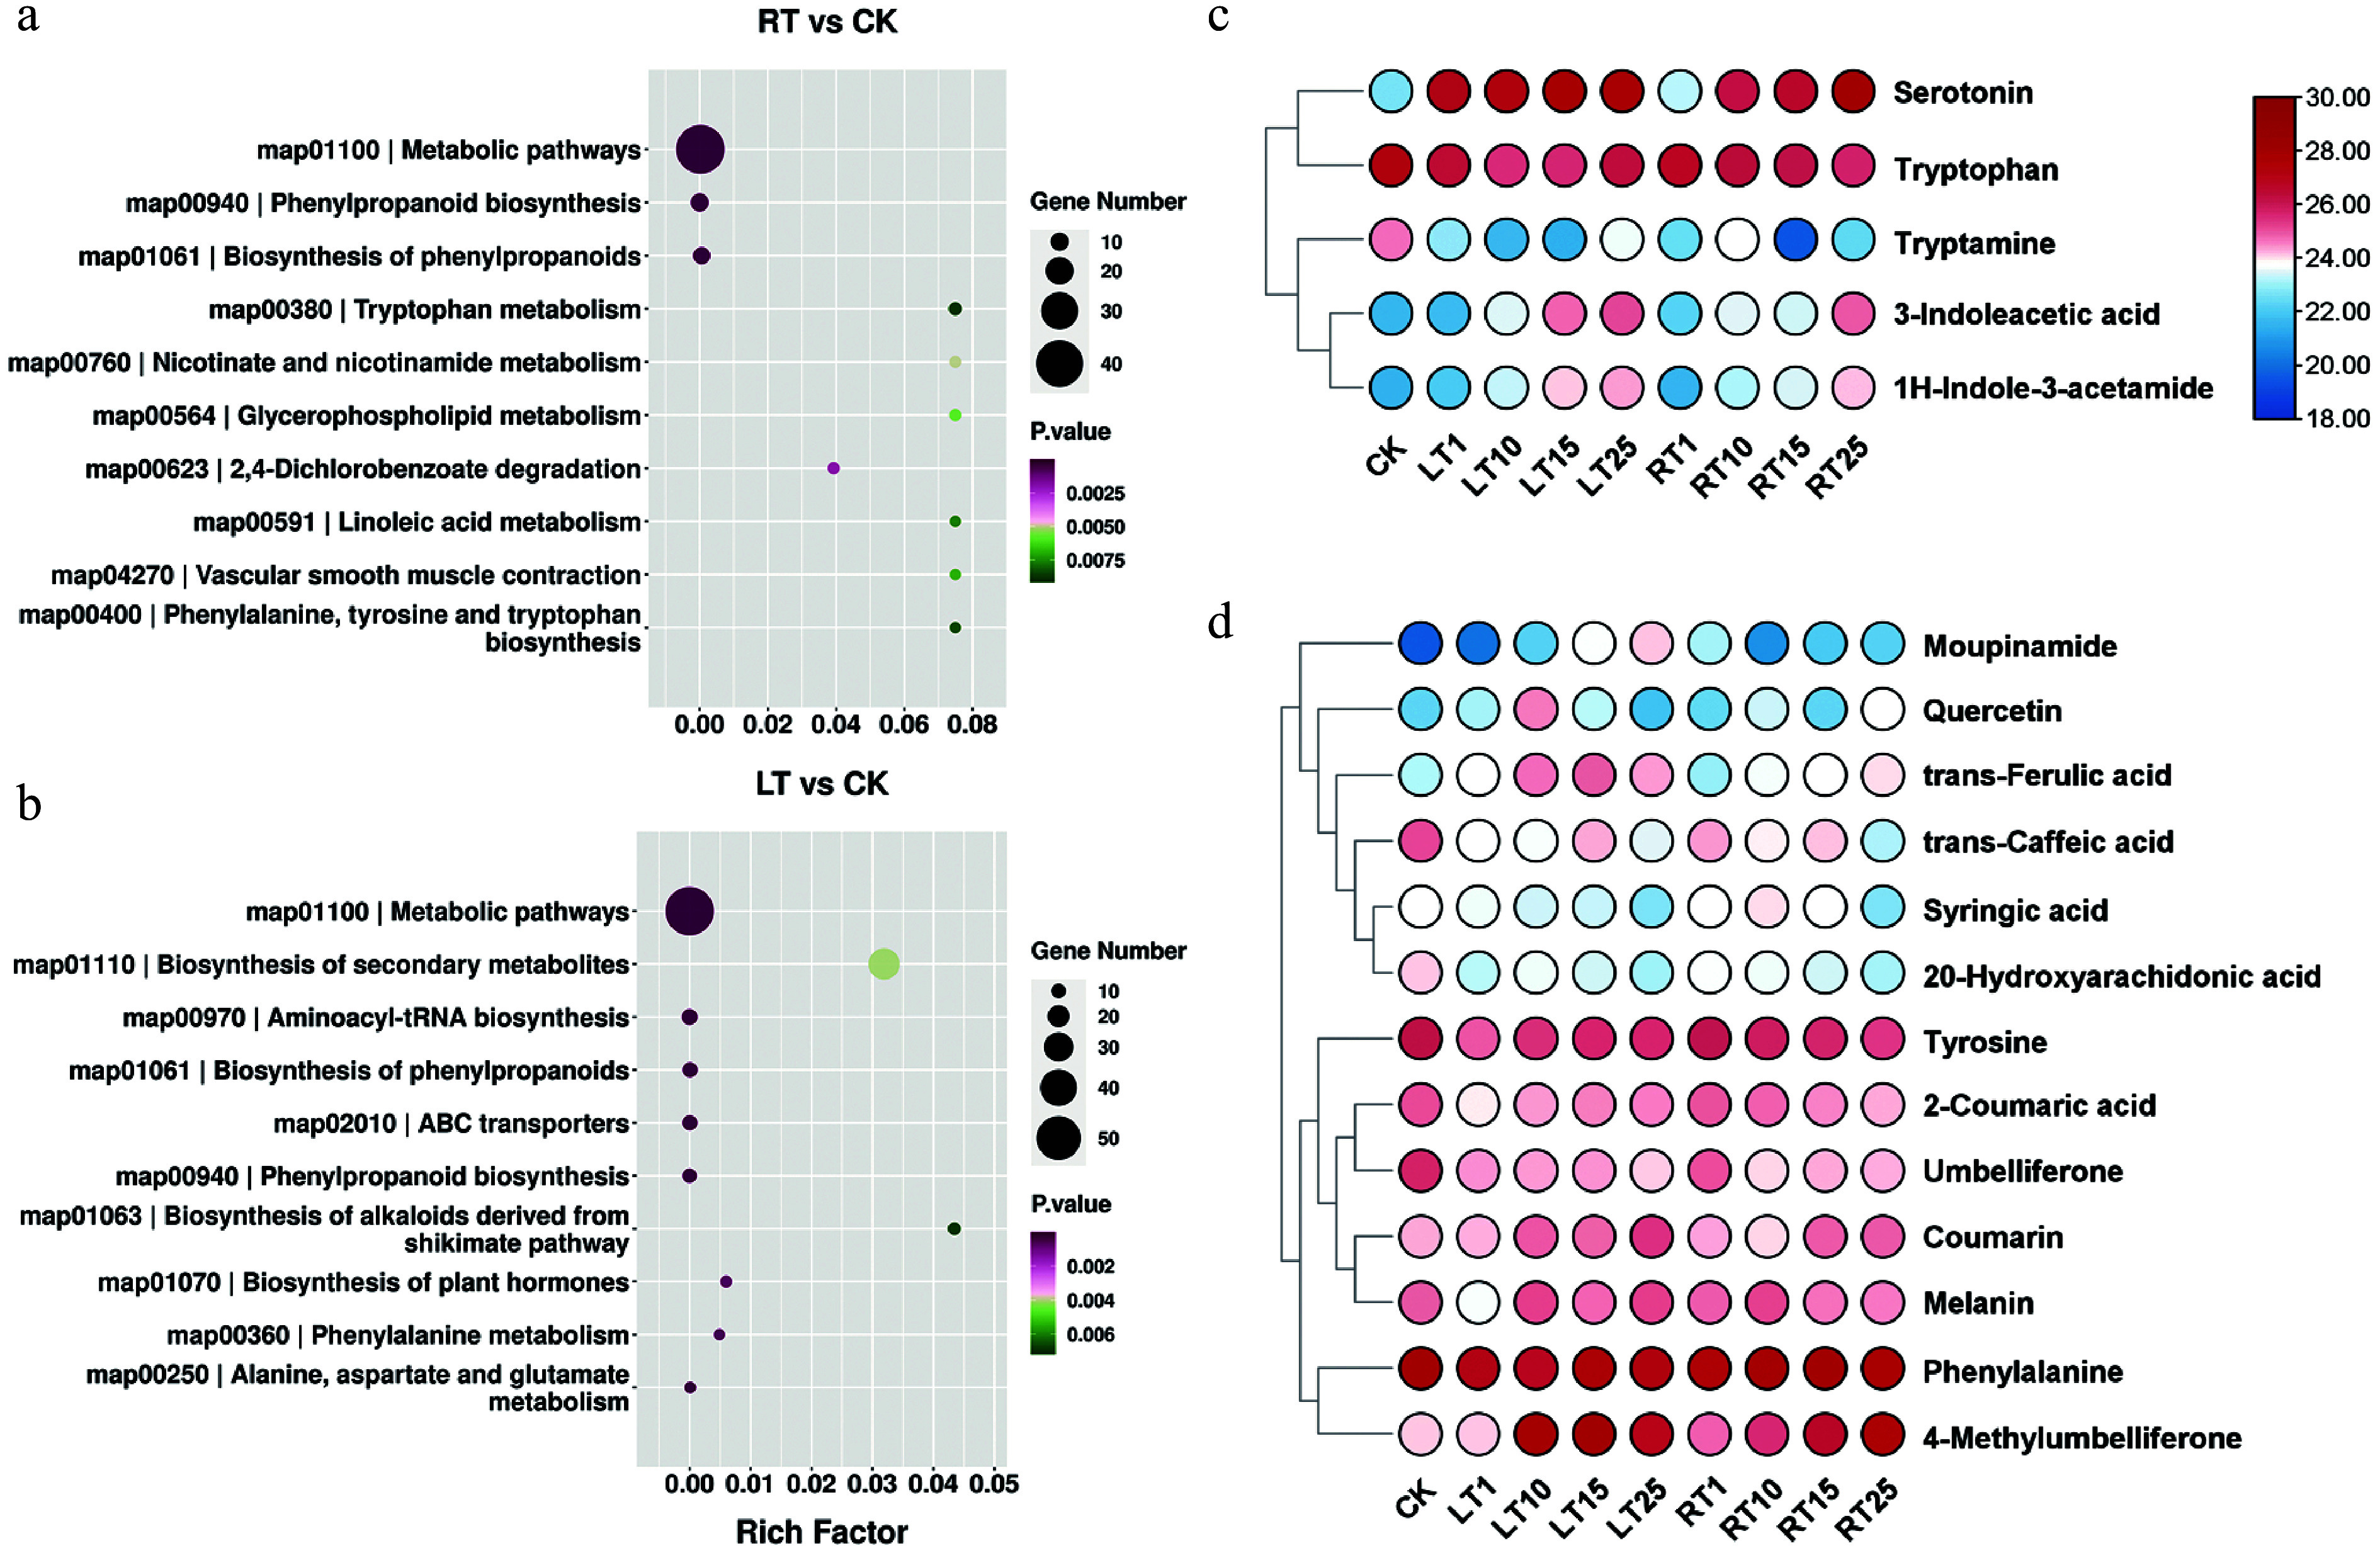
Metabolic profiles of Pn grown under LT and RT. KEGG enrichment analysis of DEMs under the (a) RT treatment and (b) LT treatment. (c) Heatmap highlighting the relative contents of indole-related metabolites when grown under the LT and RT treatments. (d) Heatmap highlighting the relative contents of phenolic-related metabolites when grown under the LT and RT treatments.

### Identification of DEGs during LT treatment by transcriptome analysis

To better understand the molecular mechanism underpinning melanin formation during the LT treatment, transcriptome sequencing was performed. 

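Culms of black bamboo were taken before treatment (CK) and after 1, 15 and 25 days at 4 °C (LT1, LT15 and LT25) or at 25 °C (RT1, RT15 and RT25), with 3 libraries for each of the 7 groups. The paper's text does not name which shoots went into which library. Full-length cDNA was amplified by PCR before sequencing, with no molecular identifiers named, so PCR copies cannot be told from separate molecules and any precision drawn from counts covers counting error only. The authors mapped the reads with HISAT2 to the genome of moso bamboo (*P. edulis*, version 2018), and the genes and scaffolds named here are those of that genome. Their deposited values are an FPKM, which is a level per gene length and library total, and an estimated count for each of 42460 genes in each library. Gene names are those of the deposited annotation, which takes them from the closest protein of another plant. The estimated counts summed to between 33957497 and 50338658 per library, and 23615 to 26931 genes per library had an FPKM of at least 1. Genes with an FPKM of at least 1 in 3 of the 6 libraries of a comparison were tested with edgeR's quasi-likelihood test on the estimated counts, scaled by TMM. A gene was called at an adjusted p of 0.05 or less and a fold change of at least 2. Where LT is set against RT, rose and fell mean higher and lower at 4 °C than at 25 °C on that day. They do not say which of the 2 temperatures moved away from CK. Fold changes are thus relative to the TMM scaling, whereas the FPKM values are scaled to library totals. The p-values measure the spread between libraries of one group, which can include technical variation, and 3 libraries against 3 allow no exact permutation p below 0.1. Gene lists, such as photosystem or heat shock genes, and the rule for which genes are named were fixed before the data were examined. Each of 34 lists was compared with all other genes by camera with a preset correlation of 0.01 between genes, with p adjusted over the 102 tests of the 3 days.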

More than 5.5 GB of clean data was obtained in each sample, with the G20 and G30 values exceeding 99% and 96%, respectively. The alignment rate for all samples was over 90%, and the GC content was approximately 50% (Supplementary Table S3). 

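Culms at 4 °C and at 25 °C formed separate sets of libraries on days 1, 15 and 25, and untreated culms varied most from library to library. Across genes, Pearson's r of FPKM within the 7 groups ran from 0.7416, between CK replicates 1 and 2, to 0.9994, with a median of 0.986 over 21 pairs of libraries. Between libraries of different groups, r ran from 0.287 to 0.867. These are correlations across genes, which are not independent replicates. On log2(FPKM + 1) of 29913 genes, the first principal component held 36.7% of the variance and placed LT1 (scores of 116.94 to 121.65) and LT15 (82.99 to 83.06) opposite RT1 (−71.87 to −88.21) and RT15 (−82.68 to −84.39). LT25 lay near the middle of that component, at 6.61 to 7.32, and the 3 RT25 libraries spread from −22.97 to −66.67. The second component, with 20.7% of the variance, separated LT15 (95.99 to 96.2) from LT1 (−69.46 to −80.86), and LT25 (43 to 43.15) from RT25 (−38.59 to −73.25). The third component held 13.1%, and on it CK replicate 1 scored 39.12 against 103.01 and 91.5 for CK replicates 2 and 3. Replicates of LT15, RT15 and LT25 lay closest together. For genes with an FPKM of 10 to 1000, the SD of the log2 ratio between 2 of their libraries was 0.112 to 0.131 over 9 pairs. It was 0.225 to 0.807 over the 12 pairs of CK, LT1, RT1 and RT25, and largest in CK. Whether the close libraries come from separate culms is not given. SDs and p-values that rest on LT15, RT15 and LT25 may thus measure technical spread alone.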

According to the PCA analysis, there was a very strong correlation among biological repeats under both treatment conditions, supporting the reliability of the RNA-seq data (Supplementary Fig. S3). A total of 5,025, 5,357, and 4,150 upregulated genes and 10,258, 10,063, and 5,004 downregulated genes were identified when comparing LT1 vs RT1, LT15 vs RT15, and LT25 vs RT25, respectively (Supplementary Fig. S3). 

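After 1 day at 4 °C, the culms held far fewer transcripts of the photosynthetic apparatus than culms at 25 °C, and more of those for tryptophan synthesis, jasmonate signalling and the NAC and WRKY families of stress regulators. Of 55 photosystem and light-harvesting genes, 53 were lower in LT1 than in RT1 and the other 2 did not pass the test. Their median log2 fold change was −4.91 (camera, adjusted p = 1.54e-31, and adjusted p = 0.13 with an estimated correlation). A chlorophyll a/b binding protein (PH02Gene04237, scaffold 9, 61921266 to 61924356), part of the light-harvesting antenna, stood at 2.24 ± 1.14 FPKM in LT1 and 213 ± 38.0 in RT1 (SD, n = 3). Its log2 fold change was −6.07 (standard error 0.40, adjusted p = 1.45e-05) by edgeR's quasi-likelihood test. Of 16 genes for the enzymes that lead from chorismate to tryptophan, 13 rose and 1 fell (camera, adjusted p = 2.33e-11, and adjusted p = 0.236 with an estimated correlation). The indole-3-glycerol phosphate synthase PH02Gene25595 (scaffold 19, 18086374 to 18089901), which forms the indole ring, had 332 ± 48.9 FPKM in LT1 and 5.47 ± 1.85 in RT1 (SD, n = 3). This is a log2 fold change of 6.41 (standard error 0.31, adjusted p = 5.43e-06). Tryptophan synthase alpha chain (PH02Gene23711, scaffold 4, 50356632 to 50360277) had 1182 ± 156 FPKM in LT1 and 78.7 ± 23.6 in RT1, a log2 fold change of 4.40 (standard error 0.28, adjusted p = 1.33e-05). The member that fell was an anthranilate synthase beta subunit (PH02Gene48664), with a log2 fold change of −1.04. Among 28 Calvin cycle genes, which fix carbon dioxide, 19 fell and the rest did not pass (adjusted p = 6.14e-10, and 0.236 with an estimated correlation). The most reduced was a chloroplast phosphoglycerate kinase (PH02Gene21019, log2 fold change −7.57), while the abundant transketolase PH02Gene14490 had 0.52 and was not called. Heat shock proteins, which keep other proteins folded, were mostly lower, with 28 of 42 lower and 2 higher and a median of −1.49 (adjusted p = 0.000235, and 0.399 with an estimated correlation). Of 272 cytosolic ribosomal protein genes, 15 were lower and 2 higher, with a median of −0.35 (adjusted p = 0.00281, and 0.785 with an estimated correlation).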

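Many NAC, WRKY and jasmonate genes rose in LT1 over RT1, while the DREB/CBF, ERF and MYB lists did not pass (camera, adjusted p = 0.0565, 0.0503 and 0.614). Of 82 NAC genes, 44 were higher and 7 lower (adjusted p = 2.95e-08, and 0.156 with an estimated correlation). Of 90 WRKY genes, 46 were higher and 12 lower (adjusted p = 1.37e-05, and 0.257 with an estimated correlation). Of 52 genes of jasmonate synthesis and of the JAZ repressors of its signal, 36 were higher and 6 lower, with a median of 1.91 (adjusted p = 1.57e-05, and 0.399 with an estimated correlation). The NAC48-like gene PH02Gene10707 (scaffold 16, 13166168 to 13168661) stood at 410.1 ± 84.4 FPKM in LT1 and 42.4 ± 7.59 in RT1 (SD, n = 3). The WRKY1 gene PH02Gene48561 (scaffold 9, 11080137 to 11081765) stood at 414 ± 31.3 FPKM in LT1 and 55.1 ± 14.0 in RT1. Their log2 fold changes were 3.76 (standard error 0.24) and 3.39 (standard error 0.22). TIFY11c (PH02Gene40897), a JAZ repressor, had a mean of 603 FPKM in LT1 against 53.7 in RT1. NAC90-like (PH02Gene43555) had a mean of 73.0 FPKM in LT1 against 1.26 in RT1, whereas NAC35 (PH02Gene29456) fell with a log2 fold change of −5.57. Among the 12 genes with the largest log2 fold change were the peptide transporter PH02Gene27224 (9.33, 162 FPKM in LT1 against 0.346 in RT1), the sugar transporter SWEET2a (PH02Gene46766, 8.82), a laccase-19-like gene (PH02Gene35203, 8.76), WRKY57 (PH02Gene33364, 8.23) and a thaumatin-like defence protein (PH02Gene28313, 7.76). Among the 12 with the most negative log2 fold change were an auxin efflux carrier (PH02Gene10041, −8.77), the iron reductase FRO7 (PH02Gene02137, −7.88, 0.439 FPKM in LT1 against 147 in RT1) and the antenna protein CP24 (PH02Gene02202, −7.85). For these largest changes, all 3 LT1 libraries lay beyond all 3 RT1 libraries, as the rule for naming them asked, with an adjusted p of at most 0.05 by edgeR's quasi-likelihood test. In KEGG terms, all 27 tested genes of the photosynthesis antenna were lower (adjusted p = 8.14e-09, one-sided Fisher's exact test), and 348 of 574 genes of plant-pathogen interaction were called (adjusted p = 3.88e-14). Fisher's test took genes called in either direction, so its p does not cover the direction. In all, 5721 genes were higher and 6461 lower in LT1 among 27117 tested. Adjusted over the list alone, the counts were the same numbers except for NAC (45 higher and 7 lower) and heat shock proteins (2 higher and 29 lower). With libraries scaled by their totals alone, which shifts the median of all genes to −0.50, 4021 genes were higher and 9292 lower, so that the higher ones made up 30.2% of the calls in place of 47.0%.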

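By day 15 at 4 °C, genes of cold hardening stood high in the culms, while 111 of 200 NLR disease resistance genes were lower than at 25 °C. Of 23 genes for dehydrins, late embryogenesis abundant and cold-regulated proteins, which protect membranes and proteins against water loss and cold, 14 were higher in LT15 than in RT15 and 2 lower. Their median log2 fold change was 3.05 (camera, adjusted p = 1.11e-16, and adjusted p = 0.0772 with an estimated correlation). WCOR410c (PH02Gene13412, scaffold 17, 24624144 to 24625846), a cold acclimation protein, reached 1964 ± 10.7 FPKM in LT15 and 78.1 ± 4.89 in RT15 (SD, n = 3), a log2 fold change of 5.02 (standard error 0.038, adjusted p = 5.25e-28) by edgeR's quasi-likelihood test. The dehydrin DHN3 (PH02Gene11487, scaffold 2, 12133341 to 12133861) reached 1256 ± 17.8 FPKM in LT15 and 11.1 ± 1.31 in RT15, a log2 fold change of 7.18 (standard error 0.057, adjusted p = 7.18e-28). Replicates of LT15 and RT15 lay so close together that SDs, standard errors and p-values of day 15 may measure technical spread alone. Of 11 genes for raffinose family sugars, which act as protectants in the cold, 10 rose and 1 fell (adjusted p = 1.5e-16, and 0.0897 with an estimated correlation). Among them was galactinol synthase 2 (PH02Gene36618, 405 FPKM in LT15 against 125 in RT15). Of 10 DREB/CBF genes, the regulators of the cold response, 8 rose and the other 2 did not pass (adjusted p = 0.00136, and 0.121 with an estimated correlation), with a median of 1.63. Of 54 ERF genes 22 were higher and 9 lower (adjusted p = 0.00055, and 0.0772 with an estimated correlation). Of these, CRF5 (PH02Gene25072, scaffold 4, 43558120 to 43558782) stood at 751 ± 15.3 FPKM in LT15 and 25.6 ± 2.13 in RT15, a log2 fold change of 5.24 (standard error 0.050, adjusted p = 1.67e-26). Of 20 circadian clock genes 12 were higher and 2 lower (adjusted p = 3.66e-05, and 0.0897 with an estimated correlation). GIGANTEA (PH02Gene42221) stood at 189.5 FPKM in LT15 against 60.3 in RT15, and an adagio-like gene (PH02Gene44375) at a log2 fold change of 5.93.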

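Lower in LT15 than in RT15 were 111 of 200 NLR genes, which recognise pathogens inside the cell, against 13 that were higher, with a median log2 fold change of −1.25 (adjusted p = 6.36e-06, and 0.0772 with an estimated correlation). The RGA4 gene PH02Gene42359 had a log2 fold change of −5.17, while the RGA2-like gene PH02Gene10522, the most expressed of them, had 0.54 and was not called. Of 270 cytosolic ribosomal protein genes, 72 fell, 3 rose and 195 did not pass, with a median of −0.58 (adjusted p = 5.08e-06, and 0.256 with an estimated correlation). Photosystem and light-harvesting genes were still mostly lower, with 30 of 54 lower and 5 higher (adjusted p = 2.93e-05, and 0.256 with an estimated correlation). However, the chlorophyll a/b binding protein PH02Gene04237, the most abundant of them, was higher, at 937 ± 14.4 FPKM in LT15 and 71.7 ± 0.452 in RT15 (SD, n = 3). Its change on the log2 scale was 4.07 (standard error 0.030, adjusted p = 4.02e-28) by edgeR's quasi-likelihood test, which here too may measure technical spread alone. Among the 12 genes with the largest increase, with log2 fold changes from 6.69 to 9.33, were a luminal-binding protein (PH02Gene13910), which folds proteins in the endoplasmic reticulum, a tonoplast dicarboxylate transporter (PH02Gene04595), red chlorophyll catabolite reductase (PH02Gene27203), which acts in chlorophyll breakdown, and the vacuolar sugar transporter SWEET16 (PH02Gene26486). Among the 12 with the largest decrease, from −6.22 to −9.44, were the wax gene Eceriferum-u (PH02Gene41075), a cyclin-D5 (PH02Gene38666), cytochrome P450 86B1 (PH02Gene30440) of suberin and cutin synthesis, and peroxidase 11 (PH02Gene25849). Of 1066 genes with protein serine/threonine kinase activity, 592 were called (adjusted p = 1.14e-18, one-sided Fisher's exact test), and of 238 genes of KEGG phenylpropanoid biosynthesis 146. In total, 5289 genes were higher and 5902 lower among 26708 tested, and adjusted over the list alone the counts of the lists above were the same numbers. Scaled by library totals alone, which shifts the median of all genes to −0.35, 3874 were higher and 7877 lower (33.0% of the calls higher, against 47.3%). Because the 3 libraries of LT15, RT15 and LT25 differed so little, the counts were also taken with each group's libraries summed to 1 and all groups in one fit, a choice made after seeing the data, which left 2922 genes higher and 3130 lower.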

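By day 25, heat shock proteins, dehydrins and raffinose enzymes were higher at 4 °C than at 25 °C, while disease resistance genes and enzymes of the phenylpropanoid pathway were lower. Of 46 heat shock protein genes, 31 were higher in LT25 than in RT25 and 1 was lower, with a median log2 fold change of 2.44 (camera, adjusted p = 2.58e-27, and adjusted p = 0.0205 with an estimated correlation). Against CK, 21 of 46 were higher and 5 lower in LT25 (median 0.78). In RT25, 1 of 37 was higher than in CK and 19 were lower (median −1.67), so part of the difference lies at 25 °C. Among the 12 genes with the largest increase, between 8.11 and 11.15, were a ClpB1-like chaperone (PH02Gene15117) and small heat shock proteins such as PH02Gene10746 and PH02Gene24886. The abundant Hsp90 gene PH02Gene45866 (scaffold 22, 10578207 to 10581608) stood at 366 ± 7.78 FPKM in LT25 and 158 ± 14.2 in RT25 (SD, n = 3), a log2 fold change of 1.26 (standard error 0.10, adjusted p = 0.000169) by edgeR's quasi-likelihood test. The single member that fell was an Hsp70 (PH02Gene35944, 34.3 FPKM in LT25 against 210.4 in RT25). Of 22 genes for dehydrins and related proteins, 15 rose and 1 fell (adjusted p = 2.65e-14, and 0.0772 with an estimated correlation). DHN3 of another locus (PH02Gene07646, scaffold 13, 30469947 to 30470837) reached 224 ± 4.37 FPKM in LT25 and 0.215 ± 0.186 in RT25, a log2 fold change of 10.00 (standard error 0.58, adjusted p = 5.05e-05). Its neighbour PH02Gene07648, DHN1-like, had a log2 fold change of 8.70, and the early light-inducible protein HV90 (PH02Gene44635), which protects chloroplasts under light stress, a mean of 279 FPKM in LT25 against 0.811 in RT25. Of 10 raffinose family genes 7 rose and 1 fell (adjusted p = 1.5e-05, and 0.0772 with an estimated correlation). Of 9 DREB/CBF genes, 4 rose (adjusted p = 0.000106, and 0.0897 with an estimated correlation). Of 113 genes of starch and sucrose metabolism, 35 rose and 12 fell (adjusted p = 0.00425, and 0.257 with an estimated correlation), among them beta-amylase 1 (PH02Gene33818, log2 fold change 6.29).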

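Of 180 NLR genes tested at day 25, 115 were lower in LT25 and 3 higher, with a median of −1.38 (adjusted p = 6.18e-24, and 0.0772 with an estimated correlation). RPM1 (PH02Gene31648) had a log2 fold change of −5.33. Of 86 genes for phenylpropanoid and lignin enzymes, 37 fell and 7 rose, with a median of −0.92 (adjusted p = 7.42e-07, and 0.0772 with an estimated correlation). Phenylalanine ammonia-lyase (PH02Gene27016, scaffold 17, 31651177 to 31656247), the entry enzyme of the pathway, stood at 79.9 ± 0.971 FPKM in LT25 and 1274 ± 354 in RT25 (SD, n = 3). It fell with a log2 fold change of −3.94 (standard error 0.22, adjusted p = 4.33e-05) by edgeR's quasi-likelihood test. A 4-coumarate CoA ligase (PH02Gene04832, scaffold 17, 90655725 to 90661176), which activates its acids, had 1.02 FPKM in LT25 against 172 in RT25. A cinnamoyl-CoA reductase (PH02Gene02696), which leads into lignin, had 1.45 FPKM in LT25 against 222 in RT25, whereas cinnamyl alcohol dehydrogenase 5 (PH02Gene47921) rose with a log2 fold change of 5.92. Other genes among the 12 named for the largest decrease at 10 FPKM or more in a group were WRKY76 (PH02Gene06791, 0.714 FPKM in LT25 against 144 in RT25), WRKY44-like (PH02Gene28980) and the gibberellin-inactivating enzyme PH02Gene39255. Of 94 epidermis, wax and cutin genes, 35 rose and 16 fell (adjusted p = 0.000188, and 0.0772 with an estimated correlation). The lipid-transfer protein LTP1 (PH02Gene03417) and Eceriferum-u (PH02Gene41075) had log2 fold changes of 2.57 and −8.83. Chitinase 8 (PH02Gene03004), a defence enzyme, was among the most abundant transcripts that rose, with 1923 FPKM in LT25 against 179 in RT25. Of 612 genes of defense response, 61 were higher and 222 lower (adjusted p = 1.72e-33, one-sided Fisher's exact test), and of 589 genes of KEGG plant-pathogen interaction 60 were higher and 216 lower (adjusted p = 4.37e-36). Both p are for genes called in either direction and do not cover the split into higher and lower. At this day 3111 genes were higher and 3328 lower among 27000 tested. Adjusted over the list alone, phenylpropanoid enzymes gave 7 higher and 38 lower, DREB/CBF 4 higher and 1 lower, epidermis genes 36 higher and 16 lower, starch and sucrose genes 36 higher and 12 lower, and the others the numbers above. Of all the lists called over the 3 days, only heat shock proteins in LT25 also passed at 0.05 with an estimated correlation. With the libraries of LT25 summed to 1, as for day 15, 1796 genes were higher and 1694 lower.

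**Figure D1:**
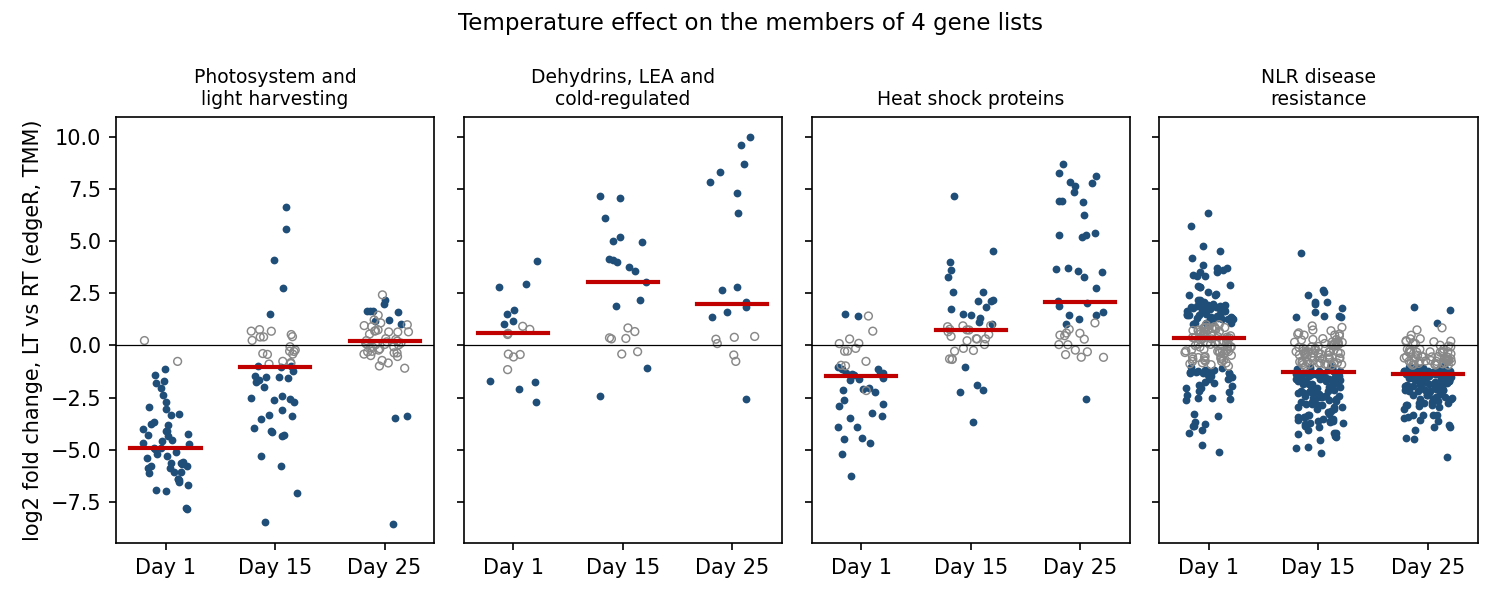
Log2 fold change of LT over RT (vertical axis, edgeR with TMM scaling) for tested genes of 4 lists at days 1, 15 and 25, with called genes filled, the others open, and the median as a red bar. The medians drawn run from −4.91 at day 1 to 0.21 at day 25 for photosystem genes and from −1.49 to 2.08 for heat shock proteins. Genes at 0 in all libraries of a group are left out, which are 2 photosystem genes at day 1 and 1 at day 15, and 2 genes of the dehydrin list and 2 heat shock genes at day 25. The NLR median of 0.38 at day 1 is −0.06 when libraries are scaled by their totals alone.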

The GO and KEGG analyses revealed that the DEGs that responded to the LT and RT treatments were primarily associated with the plasma membrane, integral membrane components, and adenosine triphosphate (ATP) binding, and were mainly involved in pathways related to plant–pathogen interactions, starch and sucrose metabolism, phenylpropanoid biosynthesis, and the flavonoid biosynthesis pathway (Fig. 5a, b). Additionally, the DEGs highlighted by the LT condition were specifically related to the chloroplast, chloroplast stroma and the chloroplast envelope, and accumulated in the pathways of carbon fixation by the Calvin cycle; glycine, serine and threonine metabolism; and glycolysis/gluconeogenesis (Fig. 5c, d).

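Genes of the cell surface, of defence and of carbohydrate and phenylpropanoid metabolism were over-represented among those that changed from untreated culms at both temperatures. Taking the 3 days together, 2100 of 3439 tested genes of the plasma membrane changed between LT and CK (adjusted p = 8.3e-17, one-sided Fisher's exact test). Between RT and CK, 1376 of 3571 changed (adjusted p = 1.21e-11). For ATP binding, which includes many kinases, 997 of 1626 genes changed at LT (adjusted p = 6.9e-08) and 685 of 1693 at RT (adjusted p = 2.36e-09). Plant-pathogen interaction, the KEGG pathway of pathogen recognition and defence, had 399 of 591 genes changed at LT (adjusted p = 1.45e-09) and 293 of 644 at RT (adjusted p = 1.51e-10). At LT, 153 of them were higher and 285 lower than in CK on at least 1 day, and at RT 125 and 172. Starch and sucrose metabolism had 242 of 352 genes changed at LT (adjusted p = 5.53e-07) and 165 of 348 at RT (adjusted p = 1.75e-07). For phenylpropanoid biosynthesis, the source of lignin precursors, the figures were 174 of 250 at LT (adjusted p = 8.68e-06) and 140 of 248 at RT (adjusted p = 1.17e-12). At LT 104 were higher and 76 lower, and at RT 90 and 52. Flavonoid biosynthesis, which branches from it, had 75 of 103 at LT (adjusted p = 0.000945) and 66 of 103 at RT (adjusted p = 2.24e-09). Genes that are an integral component of membrane passed at RT, with 1119 of 3155 (adjusted p = 0.0155), and had 1716 of 3075 at LT (adjusted p = 0.147). The background was the tested genes with any term of that kind, of which 54.0% changed at LT and 33.0% at RT for GO, and 54.3% and 32.9% for KEGG. By edgeR's quasi-likelihood test, 7431, 9313 and 6642 genes changed from CK in LT1, LT15 and LT25, and 4547, 6041 and 4588 in RT1, RT15 and RT25. Both temperatures were set against the same 3 CK libraries, so that a term shared by LT and RT can come from those libraries. The RT numbers hang on single libraries, with RT1 at 7768, 2828 and 2585 without CK replicates 1, 2 and 3 and at 1912, 1991 and 2943 without RT1 replicates 1, 2 and 3. For RT15 they were 3902, 3904 and 3869 without RT15 replicates 1, 2 and 3. RT25 stood at 7729, 2310 and 1988 without CK replicates 1, 2 and 3 and at 1181 and 2733 without RT25 replicates 2 and 3. The LT numbers also moved with a replicate left out, from 5508 to 8782 in LT1, 8124 to 10258 in LT15 and 4744 to 8837 in LT25. KEGG pathways that passed for LT against CK then ran from 19 to 29.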

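Terms of the chloroplast, of carbon fixation and of amino acid synthesis were over-represented among the genes that changed from untreated culms at 4 °C. Over the 3 days, 1711 of 2923 tested chloroplast genes changed between LT and CK (adjusted p = 6.02e-06, one-sided Fisher's exact test), with 710 higher and 1100 lower on at least 1 day. The stroma, where carbon is fixed, had 417 of 638 genes changed (149 higher and 296 lower, adjusted p = 2.84e-07), and the chloroplast envelope 343 of 552 (130 higher and 238 lower, adjusted p = 0.00249). Carbon fixation in photosynthetic organisms had 104 of 150 genes changed, 39 higher and 73 lower (adjusted p = 0.00107). Glycolysis and gluconeogenesis, which break down and rebuild sugars, had 181 of 274, with 74 higher and 116 lower (adjusted p = 0.000576). Glycine, serine and threonine metabolism had 95 of 132 genes changed (adjusted p = 0.000338). Phenylalanine, tyrosine and tryptophan biosynthesis, which supplies the aromatic amino acids, had 74 of 101, with 49 higher and 31 lower (adjusted p = 0.000824). Between RT and CK, the same terms had 942 of 2973 chloroplast genes (adjusted p = 1), 217 of 649 in the stroma (adjusted p = 1), 148 of 556 in the envelope (adjusted p = 1). They had 61 of 150 in carbon fixation (adjusted p = 0.114), 98 of 269 in glycolysis (adjusted p = 0.33), 47 of 136 in glycine, serine and threonine metabolism (adjusted p = 0.769) and 40 of 97 in aromatic amino acid biosynthesis (adjusted p = 0.179). By day, 214 chloroplast genes were higher and 807 lower in LT1 than in CK among 2668 (adjusted p = 8.18e-25), and LT15 and LT25 had 976 of 2763 and 659 of 2828 changed (adjusted p = 1 for both). In LT1 the stroma had 40 higher and 244 lower of 590 (adjusted p = 1.8e-20), the envelope 24 and 214 of 516 (adjusted p = 2.34e-14), carbon fixation 14 and 56 of 144 (adjusted p = 1.5e-05) and glycolysis 25 and 81 of 255 (adjusted p = 0.000202). Aromatic amino acid genes went the other way, with 39 higher and 16 lower of 96 (adjusted p = 3.84e-07). The p of all these terms are for genes changed in either direction and do not cover the split into higher and lower. Glycine, serine and threonine metabolism passed in LT1 with 63 of 124 genes (adjusted p = 8.97e-06) and in LT15 with 69 of 125 (adjusted p = 0.000154), and not in LT25 (33 of 128, adjusted p = 1). The stroma, the envelope, carbon fixation, glycolysis and aromatic amino acids did not pass in LT15 (adjusted p = 1, 1, 0.158, 0.223 and 0.2) or LT25 (adjusted p = 1, 1, 0.175, 0.565 and 0.687). Tryptophan metabolism passed at both temperatures, with 55 of 79 genes at LT (adjusted p = 0.0194) and 40 of 84 at RT (adjusted p = 0.0201). Whether a term differed between LT and RT or between days was not tested. With libraries scaled by their totals alone, 37.1% of the genes changed in LT1, 39.0% in LT15 and 64.4% in LT25 were higher than in CK, in place of 43.1%, 45.2% and 41.8%. In RT1, RT15 and RT25 the shares were 64.9%, 56.7% and 61.4% in place of 39.8%, 41.8% and 40.8%.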

**Figure 5:**
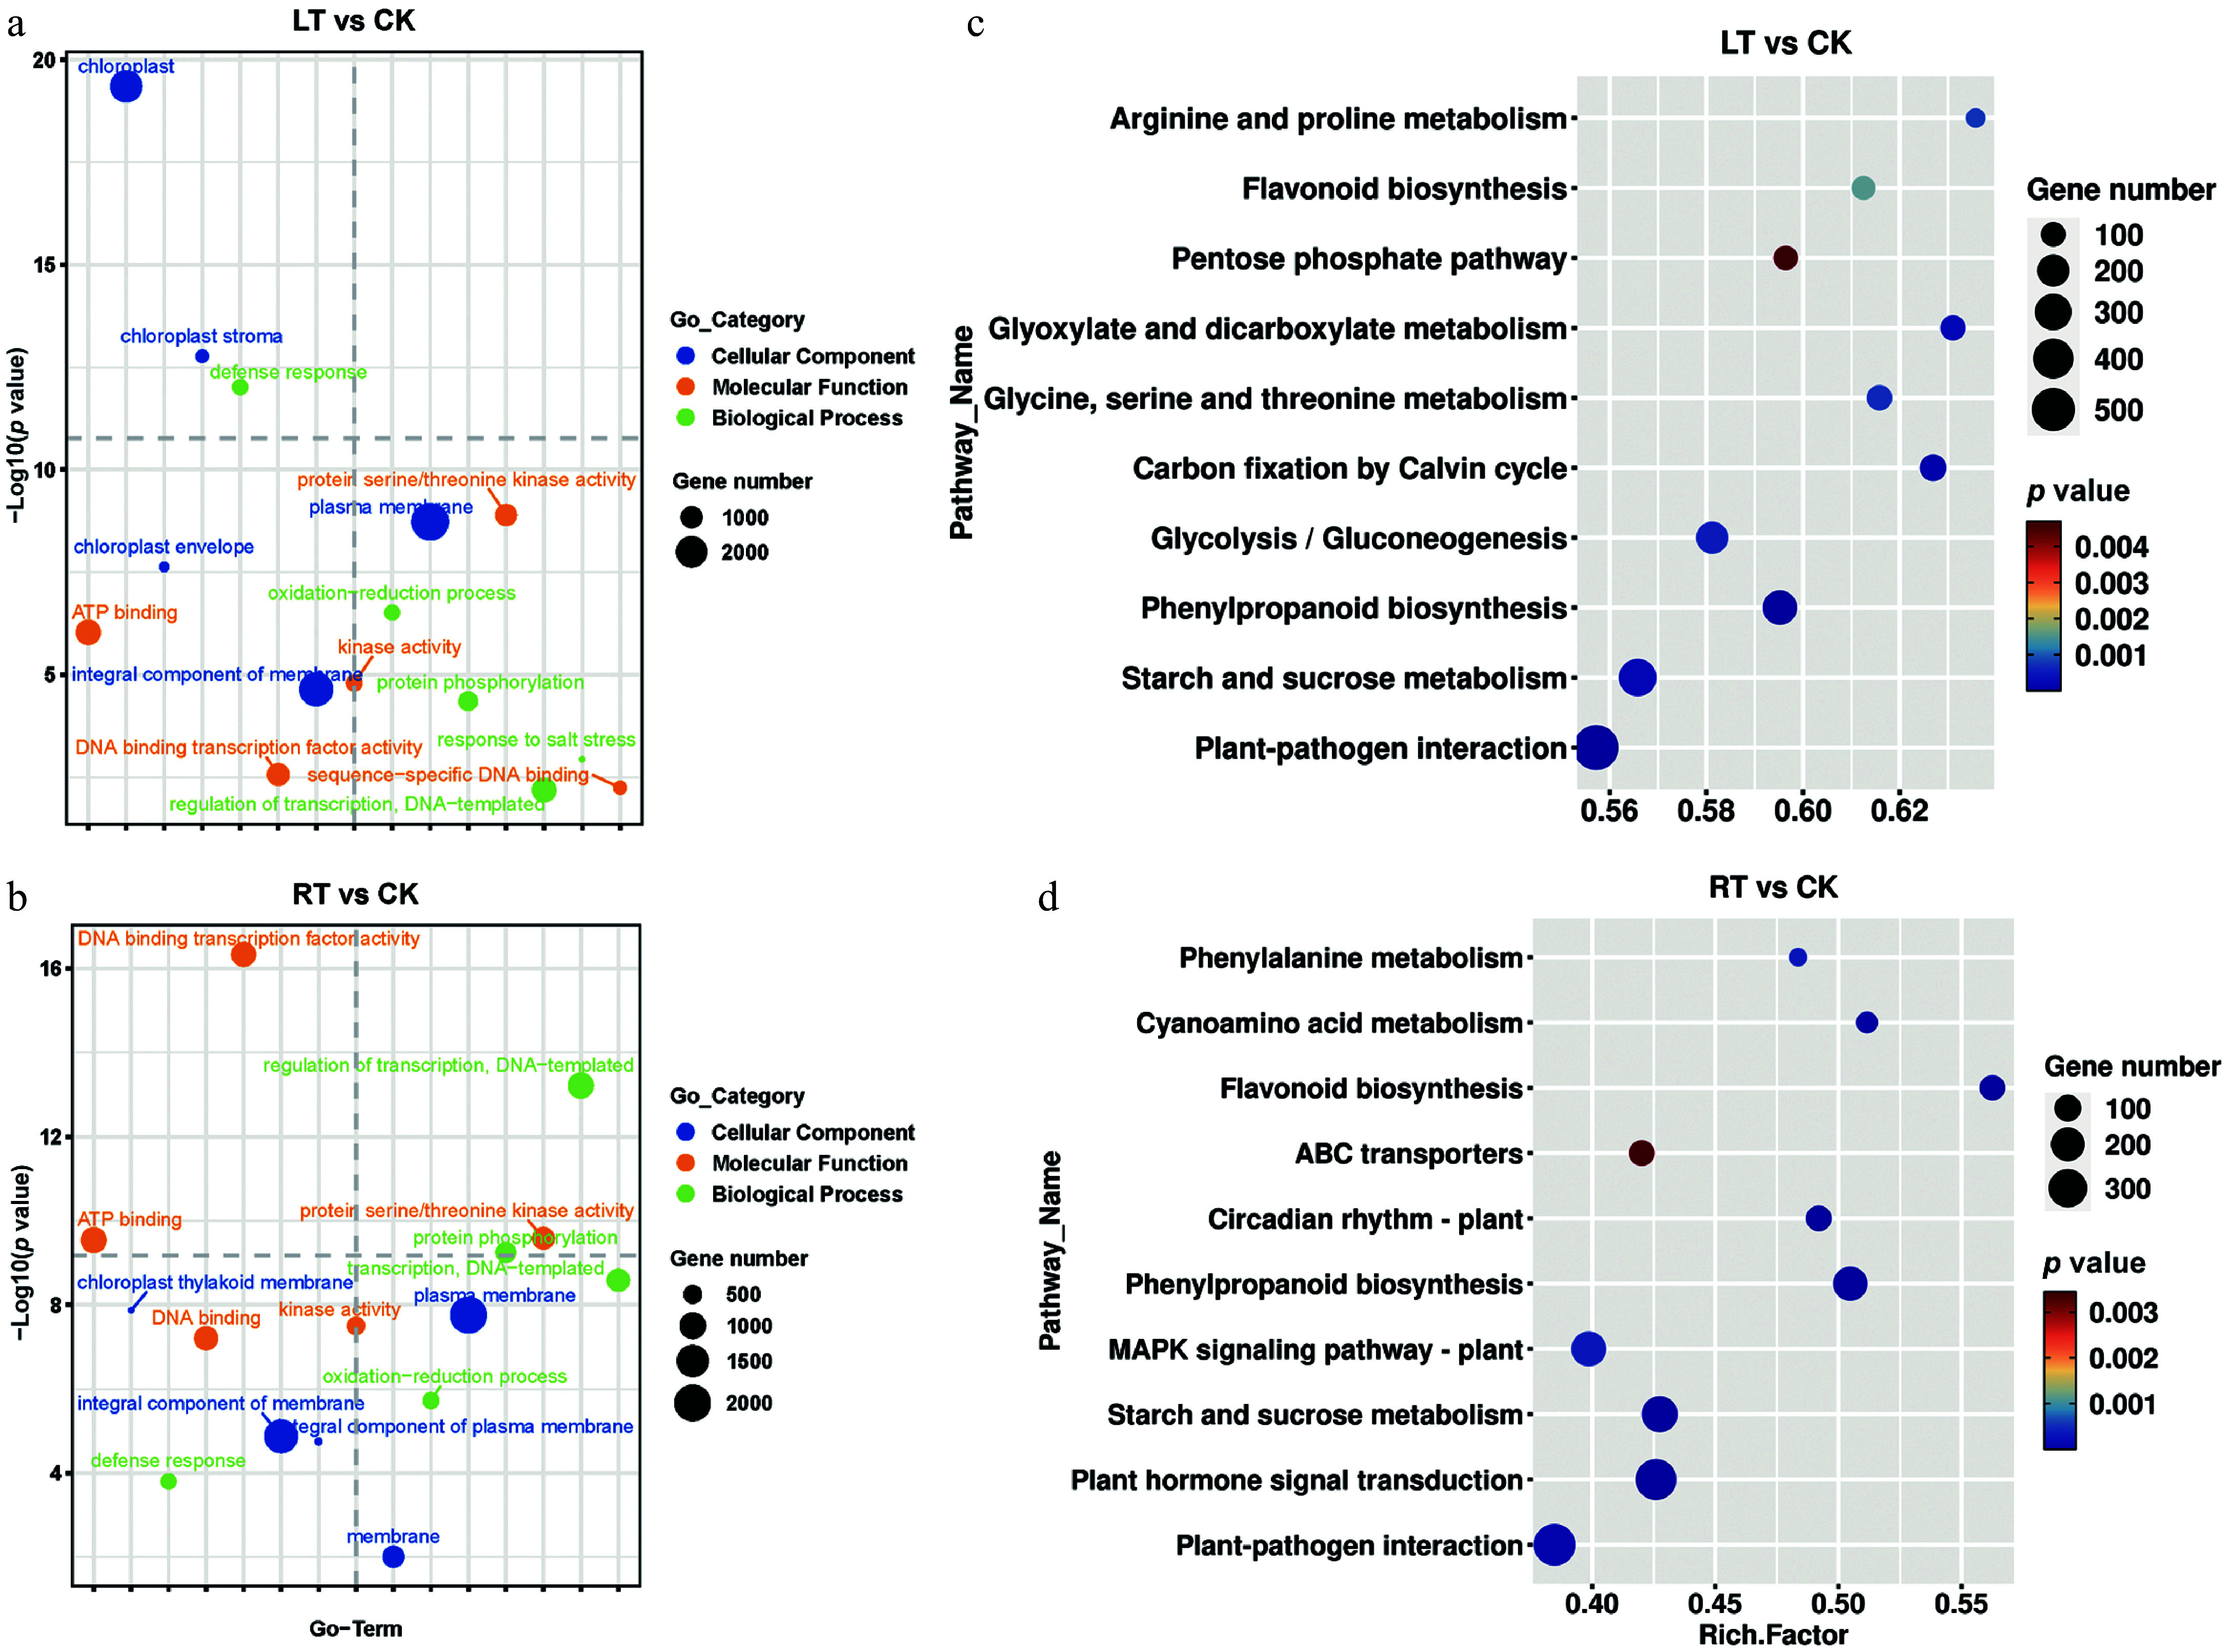
GO terms and KEGG enrichment analysis of DEGs in *P. nigra* comparing the RT and LT growth treatments. GO enrichment analysis of DEGs under (a) the LT treatment and (b) the RT treatment. KEGG enrichment analysis of DEGs under (c) the LT treatment and (d) the RT treatment.

### Identification of DEGs involved in the biosynthesis of indole and its derivatives in Pn under the LT treatment

As the derivatives of indoles (serotonin, 3-indoleacetic acid, and 1H-indole-3-acetamide) were significantly enriched under the LT treatment, the expressions of genes involved in the Trp biosynthesis pathway were analyzed in this study. Specifically, *PnTDCs*, *PnT5Hs*, and *PnASMT-2*, which are known to be part of the pathway, were significantly upregulated by the LT treatment, whereas *PnSNATs* was downregulated (Fig. 6a). 

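Genes annotated as decarboxylases of aromatic amino acids rose at 4 °C on day 1, and a pair of them also on day 15. Such an enzyme makes tryptamine on the way from tryptophan to serotonin, but the substrate of these genes is not shown here. In LT1 all 4 tested genes of the TDC list, annotated as aromatic-L-amino-acid decarboxylase-like, were higher than in RT1, in 3 of 3 libraries (camera, adjusted p = 4.23e-06, and adjusted p = 0.206 with an estimated correlation). PH02Gene31517 (scaffold 18, 15679858 to 15687862) stood at 227 ± 28.2 FPKM in LT1 and 6.67 ± 1.15 in RT1 (SD, n = 3), a log2 fold change of 5.57 (standard error 0.21, adjusted p = 2.93e-06) by edgeR's quasi-likelihood test. PH02Gene42909 (scaffold 22, 54002343 to 54004248) had 257 ± 2.04 FPKM in LT1 and 9.56 ± 5.08 in RT1, a log2 fold change of 5.23 (standard error 0.40, adjusted p = 2.79e-05). PH02Gene26873 (scaffold 18, 15838860 to 15840707) had 44.5 ± 2.31 FPKM in LT1 and 1.47 ± 0.295 in RT1, a log2 fold change of 5.40 (standard error 0.18, adjusted p = 2.39e-06). PH02Gene26874 (scaffold 18, 15854724 to 15856584), a neighbouring copy that can share reads with it, had 31.2 ± 6.39 FPKM in LT1 and 11.6 ± 6.26 in RT1 and a log2 fold change of 1.91 (standard error 0.38, adjusted p = 0.00303). On day 15, PH02Gene31517 had 37.0 ± 0.826 FPKM in LT15 and 9.04 ± 0.575 in RT15, and PH02Gene42909 53.2 ± 1.24 FPKM in LT15 and 13.4 ± 0.554 in RT15. Their log2 fold changes were 2.40 (standard error 0.057, adjusted p = 8.75e-20) and 2.36 (standard error 0.056, adjusted p = 7.05e-20). PH02Gene26873 and PH02Gene26874 stayed below the fold threshold at 0.54 and 0.49 (camera, adjusted p = 0.00872, and adjusted p = 0.249 with an estimated correlation). With the libraries of each of LT15, RT15 and LT25 summed to 1, these 2 calls end (adjusted p = 0.178 and 0.193), whereas they stay with all 21 libraries in one fit (0.00155 and 0.0021). The camera calls of the list end in that fit without sums, for LT15 (adjusted p = 0.567, range over its alternatives 0.00787 to 0.567) and for LT1 (adjusted p = 0.0818, range 4.86e-08 to 0.0818), and also with sums (0.545 and 0.0692). On day 25 the log2 fold changes of PH02Gene26873, PH02Gene26874, PH02Gene31517 and PH02Gene42909 were −0.61, −1.16, −0.57 and −0.05 (adjusted p = 0.605, 0.285, 0.613 and 0.969). Without RT25 replicate 3, in which all 4 were low, the first 3 were lower in LT25 (−1.16, −1.69 and −1.11, adjusted p = 0.0208, 0.00178 and 0.00782).

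**Figure D2:**
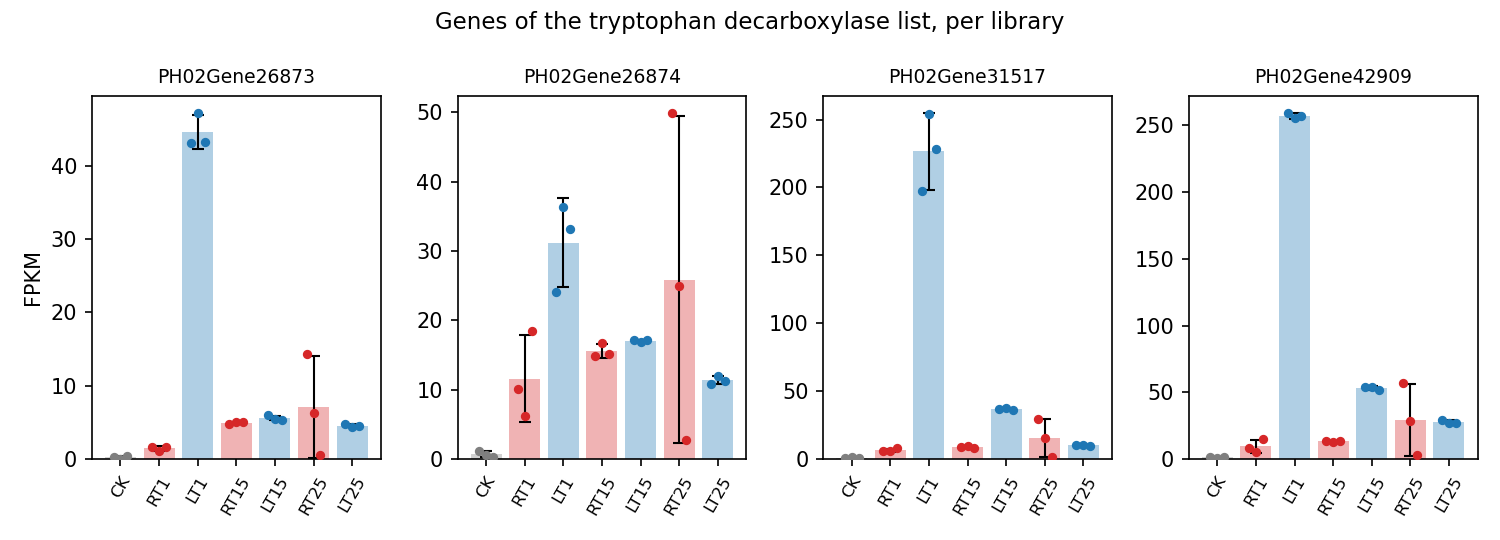
FPKM of the 4 tested genes of the tryptophan decarboxylase list in each library (points), with the mean (bar) and SD (error bar) of the 3 libraries of each group. The LT1 means run from 31.2 to 257 FPKM, and in RT25 single libraries lie far apart, at 1.33 to 29.3 FPKM for PH02Gene31517.

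Against CK, the 4 genes were higher in LT1 by log2 fold changes of 5.57 to 7.84, in LT15 of 4.58 to 5.44 and in LT25 of 2.95 to 4.10. They were also higher in RT1, by 2.19 to 3.67 and in RT15, by 2.79 to 4.16. In RT25 the 3 that were tested, PH02Gene26874, PH02Gene31517 and PH02Gene42909, were higher than in CK by 4.87, 3.53 and 4.16 (adjusted p = 0.0238, 0.0479 and 0.0303). This rise lies mostly in RT25 replicates 1 and 2, as in replicate 3 PH02Gene26874, PH02Gene31517 and PH02Gene42909 stood at 2.81, 1.33 and 2.99 FPKM, near the highest CK libraries (1.23, 1.27 and 1.66). PH02Gene31518, annotated as tyrosine/DOPA decarboxylase 2-like and lying between PH02Gene31517 and PH02Gene26873 on scaffold 18 from 15719612 to 15726594, also rose on day 1, with 207 ± 21.1 FPKM in LT1 and 6.61 ± 1.52 in RT1. No gene of the deposited annotation is named tryptamine 5-hydroxylase (T5H), so that its values cannot be given. Of the 2 genes named serotonin N-acetyltransferase (SNAT), PH02Gene02432 (scaffold 7, 35625566 to 35631176) was lower in LT1, at 4.47 ± 0.439 FPKM in LT1 and 15.6 ± 1.78 in RT1, a log2 fold change of −1.31 (standard error 0.15, adjusted p = 0.000163). It had −0.73 in LT15, where it is called with library totals (−1.05, adjusted p = 6.16e-09), and −0.30 in LT25. PH02Gene05544, the other, had −0.40, −0.43 and −0.55 and was not called. One of 3 genes named acetylserotonin O-methyltransferase (ASMT), PH02Gene42942 (scaffold 8, 36227922 to 36230080), passed the filter, with 0.467 ± 0.334 FPKM in LT15 and 2.40 ± 0.214 in RT15, and 9.05 ± 0.900 FPKM in LT25 and 1.68 ± 1.69 in RT25. Its log2 fold change was −1.99 in LT15 (adjusted p = 2.71e-05, or 0.0528 with all 21 libraries in one fit and 0.426 with summed libraries) and 2.48 in LT25 (adjusted p = 0.0474), where the call ends without LT25 replicate 1, 2 or 3 or RT25 replicate 2 (adjusted p = 0.109, 0.102, 0.119 and 0.147). Which of the paper's ASMT genes it is was not given. Of the 12 genes of the 4 lists, 4 were higher and 1 lower in LT1 among 6 tested, 2 were higher and 1 lower in LT15 among 7, and PH02Gene42942 was higher in LT25 among 7. Adjusted over the list alone, LT1 and LT15 gave the same numbers and PH02Gene42942 did not pass in LT25. From the higher expression of the TDC and T5H genes at low temperature, the paper reasons that these genes are important for serotonin biosynthesis and melanin formation in the culms. It also reports more serotonin at LT, qRT-PCR of these genes, and more serotonin in cold-treated rice that overexpresses PnWRKY19-3. For tryptamine and tryptophan, it found no significant difference between LT and RT.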

WGCNA was performed to identify the co-expressed gene modules. After filtering, the genes were divided into 24 modules according to their expression patterns (Fig. 6b). Serotonin, 3-indoleacetic acid, and 1H-indole-3-acetamide were then selected for correlation analysis with the 24 modules (Fig. 6c). The heatmap of module–trait correlations indicated that the genes in the pink, cyan, and light yellow modules had a strong positive correlation with both 3-indoleacetic acid and 1H-indole-3-acetamide. In contrast, only the light yellow genes exhibited a relatively high positive correlation with serotonin (Fig. 6c). A total of 1,190 annotated genes and TFs were identified from these three modules, including 6 WRKYs (WRKYGQK), 8 MYBs (v-myb avian myeloblastosis viral oncogene homolog), and 3 NACs (NAM, ATAF1/2, CUC1/2). To identify the hub TFs involved in the biosynthesis of serotonin, 3-indoleacetic acid, and 1H-indole-3-acetamide, a gene network was generated (Fig. 6d). The result indicated that *PnWRKY19-3*, *PnHHB5*, *PnERF060*, and *PnNAC2* had more than 10 targeting relationships, suggesting an essential role in regulating the biosynthesis of indoles in the culms of Pn when grown under the LT treatment. Finally, the expression levels of *PnTDCs*, *PnT5Hs*, *PnWRKY19-3* were verified using qRT-PCR (Supplementary Fig. S4). As a result, they showed similar expression patterns to those in RNA-seq, suggesting the reliability of our RNA-seq data.

**Figure 6:**
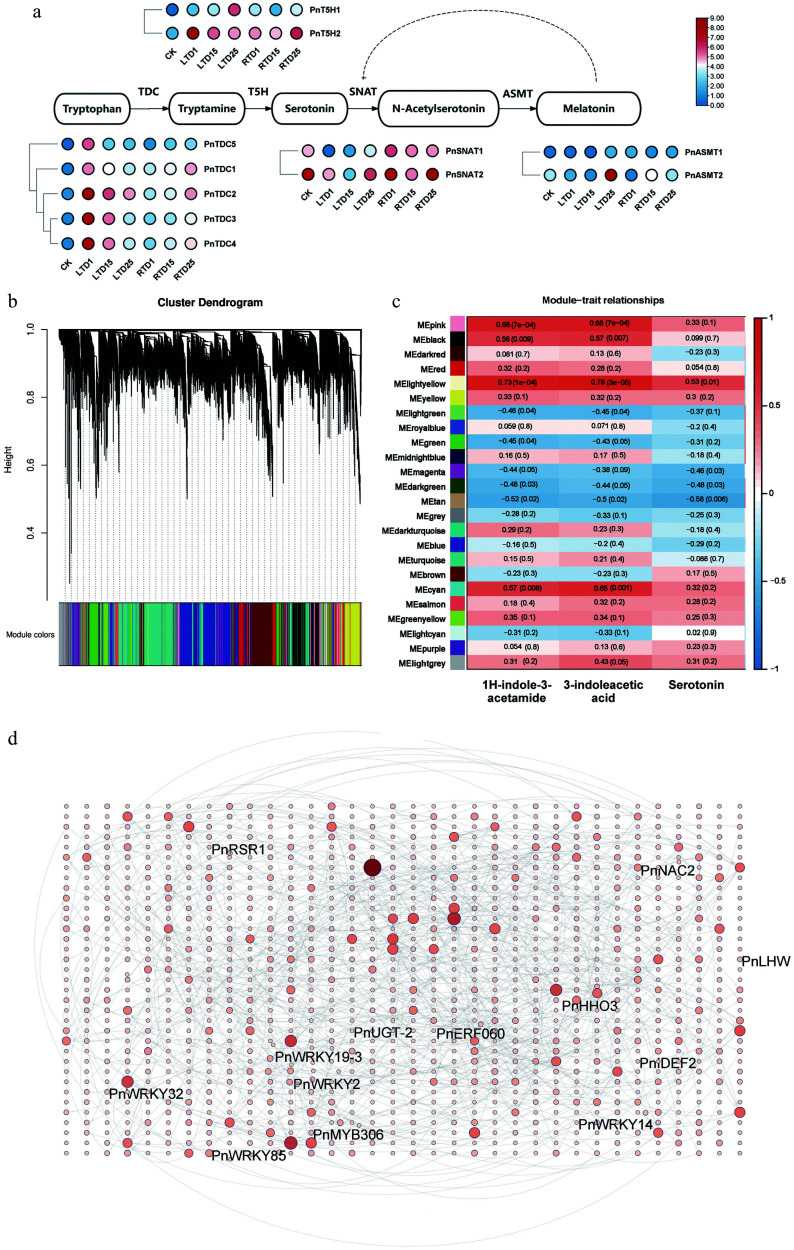
Correlation analysis and expression profiles of DEGs related to indole biosynthesis. (a) Heatmap highlighting the expression profiles of genes involved in indole biosynthesis. (b) Division of genes and TFs into 24 modules. (c) Correlation analysis of gene co-expression network modules with serotonin, 3-indoleacetic acid, and 1H-indole-3-acetamide. (d) Gene network analysis of the aforementioned genes that are highly related to serotonin, 3-indoleacetic acid, and 1H-indole-3-acetamide. The red circles represent various genes, and the shades and sizes indicate the number of gene connections.

### *PnWRKY19-3* enhances the content of serotonin in transgenic rice

In plants, the WRKY family serves as the core regulatory hub of secondary metabolic networks involved in the biosynthesis pathways of flavonoids, carotenoids, and anthocyanins, as well as the Trp-derived secondary metabolic pathway^[39]^. In this study, *PnWRKY19-3* showed a strong correlation with serotonin in the culms of Pn under the LT growth treatment and was therefore selected for in-depth functional testing *in planta*. According to our study, PnWRKY19-3-GFP was only detected in the nucleus of tobacco cells (Fig. 7a), indicating nuclear localization. Fourteen transgenic lines of rice overexpressing *PnWRKY19-3* were created (Supplementary Fig. S5) and grown under both RT or LT conditions (Fig. 7b). Under the RT treatment, *PnWRKY19-3* OE rice exhibited normal growth phenotypes similar to the WT, where both showed leaf yellowing after 5 d of growth under LT conditions and withering after 30 d of treatment. *PnWRKY19-3* did not appear to affect the development and LT response of the transgenic rice plants (Fig. 7b). Serotonin content was measured in both WT and *PnWRKY19-3* OE plants, where it was shown that the serotonin in WT plants initially increased and then decreased under both the RT and LT treatments. In contrast, in *PnWRKY19-3* OE plants, serotonin exhibited a similar trend to WT under RT conditions, but when grown at LT, serotonin levels increased significantly and surpassed those in the WT plants after 1and 5 d of the LT treatment (Fig. 7c). The expression of key genes involved in serotonin biosynthesis was also analyzed. In WT plants, the expression levels of *OsTDC1* and *OsTDC3* increased under RT conditions, but decreased under the LT treatments. In *PnWRKY19-3* OE plants, *OsTDC1* and *OsTDC3* exhibited similar expression patterns to WT plants grown at RT; however, under LT conditions, both genes showed an increasing trend, and their expression levels were significantly higher than those of WT plants. Despite this increase, their expressions were lower compared with the RT condition (Fig. 7d, e). The transcript abundance of *OsT5H* was elevated in both WT and *PnWRKY19-3* OE plants under both RT and LT conditions. Notably, compared with the WT, the expression of *OsT5H* was significantly higher in *PnWRKY19-3* OE plants when grown under LT conditions (Fig. 7f). In summary, *PnWRKY19-3* appears to enhance serotonin production in transgenic rice, primarily by upregulating *OsT5H*. *PnWRKY19-3* was transiently overexpressed in the protoplasts of *P. nigra* (Supplementary Fig. S6). In *PnWRKY19-3* OE cells, *PnT5H* was slightly induced. It is hypothesized that *PnWRKY19-3* might indirectly upregulate *PnT5H* in *P. nigra*.

**Figure 7:**
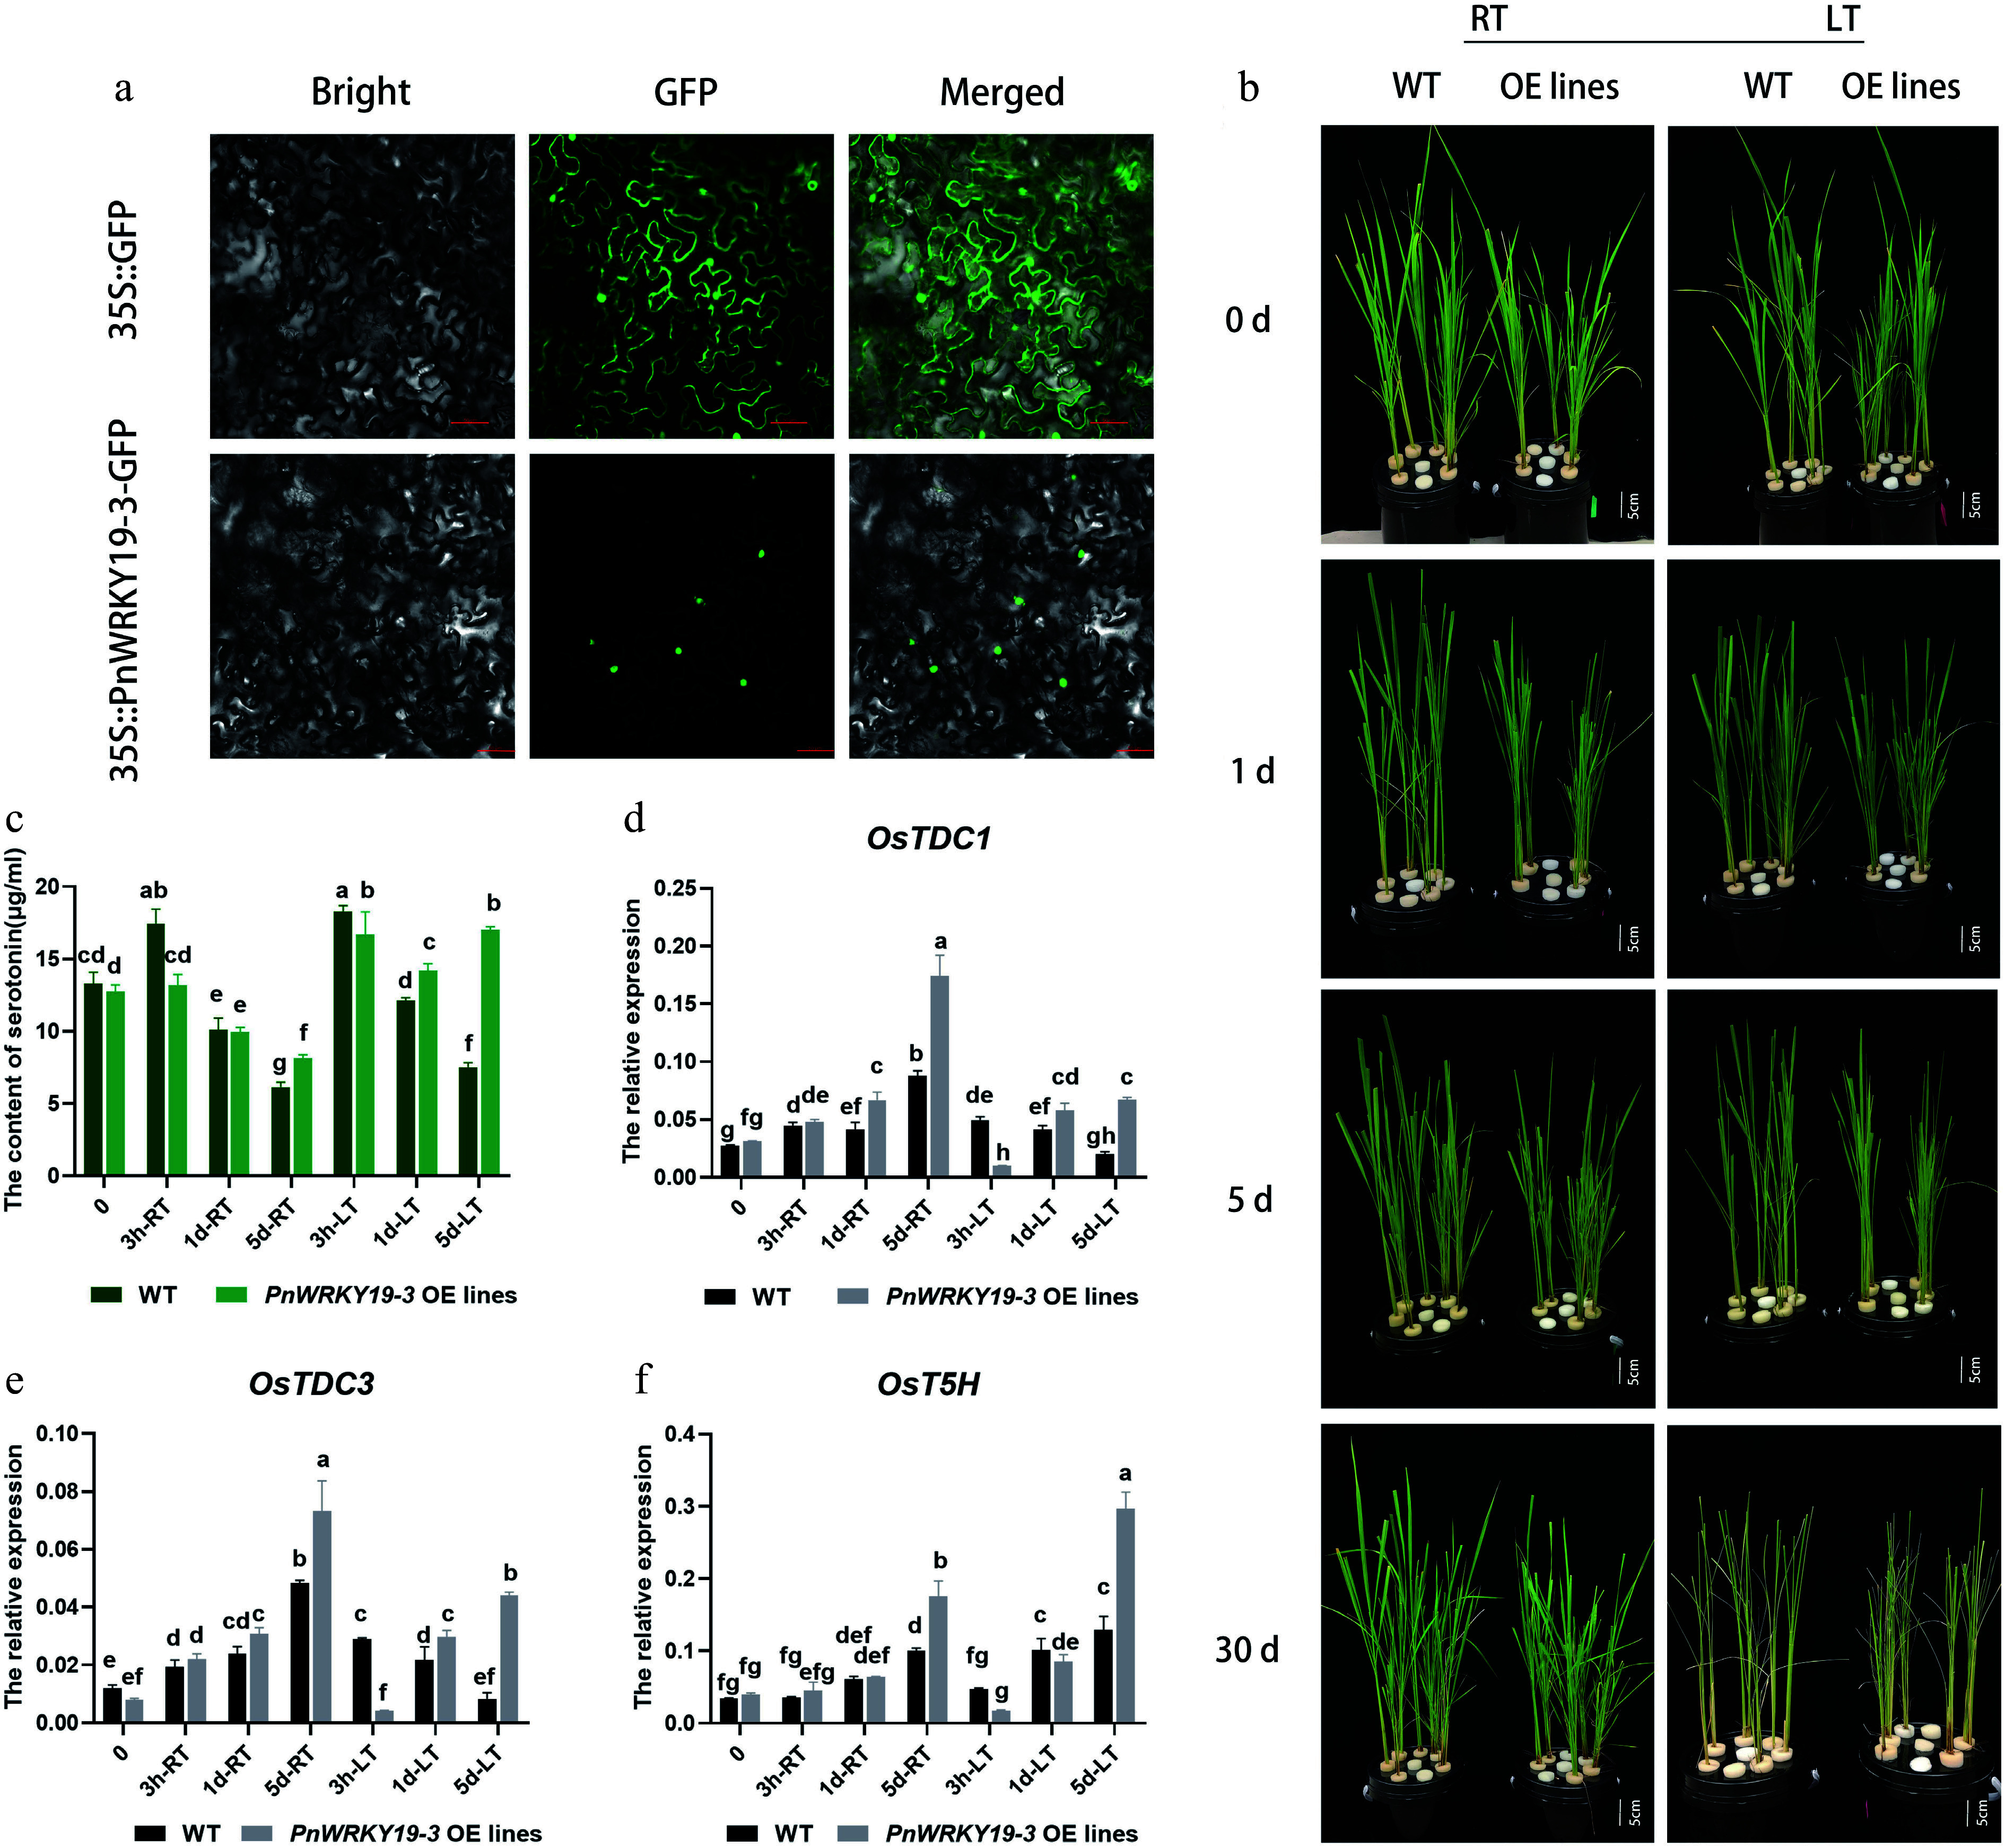
*PnWRKY19-3* overexpression can enhance the accumulation of serotonin in rice. (a) Nuclear localization of PnWRKY19-3 protein; bar = 50 μM. (b) Phenotypes of the WT and *PnWRKY19-3* overexpressing transgenic rice grown under RT and LT conditions; bar = 5 cm. (c) Serotonin content in WT and *PnWRKY19-3* overexpressing transgenic rice when grown at under RT and LT conditions. (d–f) Expression analysis of *OsTDC1*, *OsTDC3*, and *OsT5H* in WT and *PnWRKY19-3* overexpressing transgenic rice grown under RT and LT conditions. Different letters indicate significant differences in the data.

## Discussion

Currently, bamboo forests cover about 20 million hectares worldwide. Bamboo is widely distributed in many countries, including China and India in the Asia-Pacific, Guatemala and Columbia in the Americas, Kenya and Ethiopia in Africa, with significant stands in Mexico. Most bamboo species are predominantly green, although some varieties exhibit green with yellow stripes, yellow with green stripes, or a more yellowed appearance^[23−25]^. The reduction in green color is primarily attributed to abnormal chloroplasts and decreased chlorophyll levels^[24,25]^. Additionally, the presence of enriched flavonoids contributes to the yellow phenotype^[23,24]^. Some highly distinctive bamboo varieties inherently possess high ornamental and cultural value because of their reddish or purplish hues^[26,27,40]^. The purplish-red pigment found in 'Rainbow' bamboo has been attributed to anthocyanins, which include compounds such as cyanidin-3-O-glucoside chloride, pelargonin chloride, and delphinidin chloride^[26]^. The genes associated with anthocyanin biosynthesis in rainbow bamboo have been revealed and described^[27]^. The culms of *P. nigra* exhibit colors similar to those of rainbow bamboo; however, the nature of the pigment is different and has been shown to contain double bonds and a phenolic hydroxyl structure, indicating the presence of polyphenolic compounds rather than anthocyanins^[29]^. Previous studies have also shown that *P. nigra* has inherently high concentrations of total phenolics in its shoots^[41]^, but the specific phenolic substances and the precursors responsible for the unique coloration have yet to be identified.

In the present study, the primary pigments responsible for the black phenotype in *P. nigra* were identified to be melanin. Moreover, *P. nigra* was treated at different temperatures to examine the effect of temperature on inducing melanization. Consequently, LT was found to have a positive impact on accelerating melanin formation, primarily by enhancing the accumulation of indoles and their derivatives. A series of key biosynthetic genes was additionally shown to be significantly induced by the LT treatment, including *PnTDC* and *PnT5H*, which are involved in serotonin biosynthesis. Moreover, several TFs were also identified to have high positive correlations with indoles under the LT treatment by WGCNA. Among those identified, *PnWRKY19-3* was functionally tested by creating rice overexpressing the gene, where the resulting plants showed a higher serotonin content relative to WT plants grown under similar conditions, implicating this TF in melanin biosynthesis under LT. These findings have provided new insights into the complex networks that govern melanization in *P. nigra*.

### The black pigments in the *P. nigra* culms are melanin

Plant melanin can be divided into anthocyanin melanin and 'allomelanin'^[6]^. Unlike anthocyanin melanin, allomelanin is generally soluble in alkaline solutions and insoluble in water and most organic solvents, and generally has strong physicochemical properties such as oxidation-reduction, metal ion binding ability, photothermal stability, and photoconductivity^[6]^. In this study, we found that the content of anthocyanins was significantly lower in *P. nigra* compared with its green variety (Fig. 1). Moreover, the black pigments mainly accumulated in the epidermis and cortex of *P. nigra* culms, and appeared blue and black under Schmorl and Masson–Fortuna staining, respectively (Fig. 2a). Schmorl and Masson–Fortuna staining are two common methods used to identify melanin. When stained via either of these two methods, melanin will turn blue and black becasue of its high reducibility^[42]^. Furthermore, the extracted pigments of *P. nigra* were found to be completely dissolved by NaOH but remained insoluble in water and most organic solvents. Additionally, they could be precipitated with FeCl_3_ and HCl and lightened with H_2_O_2_ (Fig. 2b). These findings are consistent with characteristics of melanin in mushrooms, persimmon, and other plants^[19,43,44]^. As in previous studies, natural melanin exhibits high antioxidant activity^[1,45−47]^. For instance, the free radical scavenging rates were increased with increased melanin contents in three *Auricularia heimuer* specimens^[47]^, and the DPPH, ABTS, and ferric reducing ability of plasma (FRAP) values in black proso millet were significantly higher than those in other colored varieties^[45]^. Here, the DPPH and ABTS values in Pn at Stage IV were significantly higher than those in Pnh at Stage IV, which corresponds to the characteristics of a typical melanin, as shown in other plants^[45−47]^. Additionally, Song et al. found that eumelanin can produce a maximum absorbance peak at 220 nm, while allomelanin often exhibits the highest absorption value at 200–300 nm and displays a typical small protein absorption peak at 270−280 nm. In the FT-IR spectra, the typical absorption bands of eumelanin were at 3,500−3,000 cm^−1^ (stretching vibrations of O-H in carboxyl, phenols, and -NH groups), 1,650−1,500 cm^−1^ (C=C, COO), and 1,400−1,300 cm^−1^ (C-H, C-O, C-C), 1,710 (C=O); the broad band of allomelanin was between 1,200 and 1,400 cm^−1^ (C-O)^[5]^. Herein, the maximum absorption peaks at 219 and 282 nm in the UV region and the FT-IR absorbance peaks at about 3,384 and 1,600−1,000 cm^−1^ reflect a putative mixed melanin in *P. nigra.* Similar results were also detected in *E. purpurea*, which are capable of synthesizing pheomelanin and eumelanin^[13]^. Taken together, *P. nigra* may also have the ability to produce different types of melanin.

### LT plays a positive role in accelerating melanin formation in *P. nigra* culms

Temperature is a key environmental factor impacting plant development. It is well known, for example, that it can influence pigmentation by changing the contents of anthocyanins or flavonoids in many plants^[48−50]^. For example, LT has been shown to positively affect melanin formation in soybean and barley^[18,20]^. Similarly, the primary substrates of polyphenol oxidase in mung bean have been shown to increase during cold storage, while the activity of PPO itself remains unaffected^[21,51]^. Here, the contents of the indoles (e.g. serotonin, 3-indoleacetic acid, and 1H-indole-3-acetamide) were significantly increased by the LT treatment (Figs 4 & 5), implying that LT likely also promotes the formation of melanin in *P. nigra* culms by enhancing the concentration of available precursors for oxidation. According to Kogo et al., cold storage may also cause an increase in membrane permeability or disrupted cell compartmentation, resulting in phenolic substrates eluting from the vacuoles to the cytosol. These phenolics can then be oxidized by the existing localized PPOs active in the cytosol, leading to tissue browning^[21]^. Therefore, LT treatment may also cause a cell rupture in *P. nigra* culms, but this remains unresolved and requires further investigation.

### LT can enhance serotonin accumulation in *P. nigra* culms

Indole and its derivatives, such as serotonin and other 5-hydroxy indoles, can serve as substrates for phenoloxidases to produce indole-melanin^[52,53]^. Serotonin is a precursor for several secondary metabolites, including indole glucosinolates, phytoalexins, and alkaloids. Additionally, serotonin has antioxidant activity and contributes to the maintenance of free radical homeostasis within cells^[54−56]^. In rice, the accumulation of serotonin manifests in a dark brown appearance in the endosperm or panicles^[14]^, and increased levels of serotonin and its precursors can also cause a dark brown pigmentation in rice leaves^[15]^. Herein, serotonin and its derivatives accumulated under LT, suggesting it may be involved directly in the formation of melanin in *P. nigra* culms. In plants, serotonin originates from Trp, with L-tryptophan decarboxylases (TDC) and tryptamine 5-hydroxylase (T5H) being the primary limiting enzymes in its biosynthesis, where serotonin N-acetyltransferase (SNAT) and acetylserotonin O-methyltransferase (ASMT) then convert serotonin to melatonin through a series of reactions^[57−59]^. Environmental and internal factors can regulate serotonin biosynthesis by activating these biosynthetic genes. For example, *OsbZIP18* was induced by UV-B stress, leading to activation of the serotonin biosynthesis genes *OsTDC1*, *OsTDC3*, and *OST5H*, and consequently producing serotonin in rice^[15]^. Moreover, in banana, *MaTDC* and *MaASMT* were shown to be upregulated by LT stress^[59]^. In this study, *PnTDC* and *PnT5H* were significantly upregulated by LT, highlighting their importance in promoting serotonin biosynthesis in *P. nigra*. Furthermore, several TFs (i.e., PnWRKY19-3 and PnNAC2) were also highly correlated with serotonin formation. In addition, we found that overexpressing *PnWRKY19-3* in rice can enhance serotonin accumulation in transgenic lines, primarily by upregulating *OsT5H* under LT (Fig. 7). It can also slightly induce *PnT5H* in the overexpressed protoplast of *P. nigra*. Li et al., on the basis of phylogenetic analysis, showed that *PnWRKY19-3* was homologous to *OsWRKY19* and belonged to the WRKY Group III subfamily^[32]^. The WRKY family serves as the core regulatory hub of secondary metabolic networks in plants and is involved in the biosynthesis pathways of flavonoids, carotenoids, and anthocyanins, as well as the Trp-derived secondary metabolic pathway^[39]^. In *Arabidopsis thaliana*, the WRKYs regulate the Trp-derived metabolic pathway mainly through AtWRKY33, which can interact with ERF1 to induce camalexin biosynthesis^[60]^. In rice, *OsWRKY14* was clearly shown to be involved in serotonin biosynthesis by binding to the W-box elements of the TDC1 promoter^[61]^. In cassava, MeWRKY20/75 was shown to form a protein complex with MeTDC2 and MeASMT2/3 to participate in Trp biosynthesis^[62]^. Recently, OsWRKY19 was shown to increase the level of a pyrrole, thereby improving the aroma in rice^[63]^. Pyrrole is a key substrate for the synthesis of indoles. Collectively, we hypothesized that PnWRKY19-3 may be involved in melanin formation by upregulating serotonin biosynthesis in *P. nigra* under LT growth conditions*.*

## Conclusions

The culms of *P. nigra* exhibit a distinct black color due to the accumulation of melanin. Our results suggest that LT can accelerate melanin production by increasing the synthesis of indoles and their derivatives (serotonin, 3-indoleacetic acid, and 1H-indole-3-acetamide). Several genes directly involved in the biosynthesis of serotonins, including *PnTDC* and *PnT5H*, were found to be significantly upregulated by the LT treatment, highlighting their importance in melanin formation. Additionally, the overexpression of a cold-induced gene, *PnWRKY19-3*, can enhance serotonin content in rice by upregulating *OsT5H* under LT conditions, indirectly implicating this transcription factor in serotonin biosynthesis in *P. nigra*. Overall, LT appears to promote melanin production in *P. nigra* culms by increasing the level of serotonin, likely through the upregulation of *PnWRKY19-3* and its target genes.

## SUPPLEMENTARY DATA

Supplementary data to this article can be found online.

## Data Availability

The RNA-seq data were deposited in the GEO database of NCBI with the accession number GSE254522.

# Supplementary material for: Integrative transcriptome and metabolome evaluation of melanin biosynthesis in Phyllostachys nigra during low-temperature growth
**Source:** For Res (Fayettev). 2025 Sep 23;5:e020. doi: 10.48130/forres-0025-0020
**Supplement:** Supplementary file 1 — Supplementary data to this article can be found online.

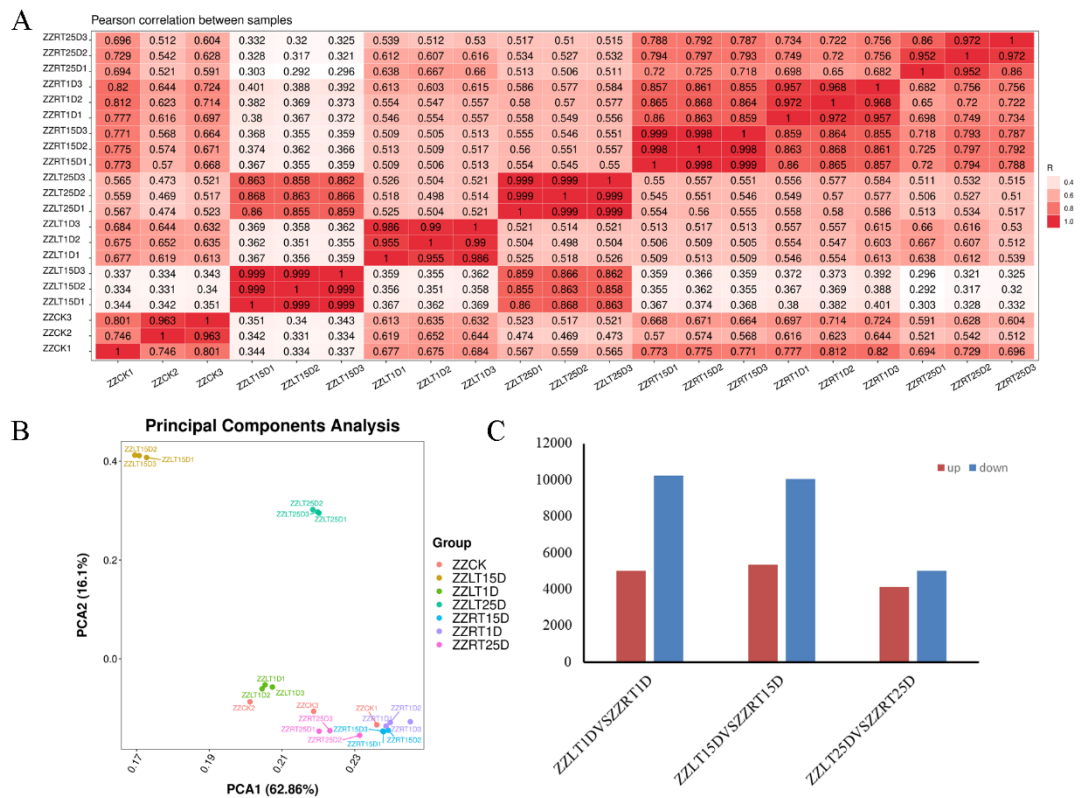

Figure S3 (A) Analysis of RNA-seq data, (B) PCA analysis of RNA-seq data, and (C) Number of DEGs in different comparisons.

# Supplementary material for: Integrative transcriptome and metabolome evaluation of melanin biosynthesis in Phyllostachys nigra during low-temperature growth
**Source:** For Res (Fayettev). 2025 Sep 23;5:e020. doi: 10.48130/forres-0025-0020
**Supplement:** Supplementary file 1 — Supplementary data to this article can be found online.

Table S1 The primer list

|                                           | Primer names     | Sequence                                       |
|-------------------------------------------|------------------|------------------------------------------------|
| For gene cloning                          | PnWRKY19-3F      | ATGGGGAGCAACAACAGGACA                          |
|                                           | PnWRKY19-3R      | TCAATCGATCCATGTATTATTGCTCGGA                   |
| For overexpression & Subcellular location | 1300PnWRKY19-3F  | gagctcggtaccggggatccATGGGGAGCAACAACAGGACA      |
|                                           | 1300PnWRKY19-3R  | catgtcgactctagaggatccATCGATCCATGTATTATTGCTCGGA |
|                                           | QPCR-PnWRKY19-3F | CTCCTGCTGCAATCCCAATC                           |
|                                           | QPCR-PnWRKY19-3R | TCCATGAGTAGCCATCGTCC                           |
|                                           | QPCR-PnTDC1-1F   | ACCATGAAGGAGCTCAAGGC                           |
|                                           | QPCR-PnTDC1-1R   | CTTCGTTGGATCGAGACCGT                           |
|                                           | QPCR-PnTDC1-2F   | GTGCTTCCCAACGTGAAACC                           |
|                                           | QPCR-PnTDC1-2R   | AGGCCTTGAAGAACGTGGAG                           |
|                                           | QPCR-PnTDC1-3F   | CTTGAGGTCATGCAGGCTGA                           |
|                                           | QPCR-PnTDC1-3R   | GCTCCACTTGGCTTGATCCT                           |
|                                           | QPCR-PnTDC3-1F   | TATCGAGCGTGTTGACTCCA                           |
|                                           | QPCR-PnTDC3-1R   | TCACGAACATAAAGGCAGGT                           |
|                                           | QPCR-PnTDC3-2F   | CCCCAACTTCTTCGCCTTCT                           |
|                                           | QPCR-PnTDC3-2R   | ACGTGGACCCATGCATTGAA                           |
|                                           | QPCR-PnTDC3-3F   | CCCCAACTTCTTCGCCTTCT                           |
|                                           | QPCR-PnTDC3-3R   | ACGTGGACCCATGCATTGAA                           |
| For qRT-PCR                               | QPCR-PnT5H1-1F   | CTCTGGAGTGGGTGATGACG                           |
|                                           | QPCR-PnT5H1-1R   | AAGGTCTCCTTGATGACGGC                           |
|                                           | QPCR-PnT5H1-2F   | TGACCTCAGCGAGTGTTTCC                           |
|                                           | QPCR-PnT5H1-2R   | CCTTGATGATGGCACGCATG                           |
|                                           | PeUBQ-F          | GGGTCGTCCAGTGTCTCTATTA                         |
|                                           | PeUBQ-R          | TCAACCAAACCACTGTACCTCAG                        |
|                                           | QPR-OsTDC1F      | AAGAAACACAAGCCTGCGG                            |
|                                           | QPR-OsTDC1R      | GAAGCTCTCGTCGATCTGGA                           |
|                                           | QPR-OsTDC3F      | AGTACATCCTGGAGACGAGC                           |
|                                           | QPR-OsTDC3R      | GTGTAGACGCCGATCTCCAT                           |
|                                           | QPR-OsT5HF       | CACAAAGGAGCAGACCAACG                           |
|                                           | QPR-OsT5HR       | ACGTCGTCATCAGGTTCCAT                           |
|                                           | OsUBQF           | ACCACTTCGACCGCCACTACT                          |
|                                           | OsUBQR           | ACGCCTAAGCCTGCTGGTT                            |

# Supplementary material for: Integrative transcriptome and metabolome evaluation of melanin biosynthesis in Phyllostachys nigra during low-temperature growth
**Source:** For Res (Fayettev). 2025 Sep 23;5:e020. doi: 10.48130/forres-0025-0020
**Supplement:** Supplementary file 1 — Supplementary data to this article can be found online.

Table S2 The comparisons of DEMs under LT and RT treatments

| comparison      | pos all | pos up | pos down | neg all | neg up | neg down | all regulate |
|-----------------|---------|--------|----------|---------|--------|----------|--------------|
| ZZLT1D/ZZCK     | 2475    | 789    | 1686     | 1996    | 636    | 1360     | 4471         |
| ZZLT15D/ZZCK    | 2455    | 1225   | 1230     | 1769    | 970    | 799      | 4224         |
| ZZLT25D/ZZCK    | 3520    | 1465   | 2055     | 2565    | 1161   | 1404     | 6085         |
| ZZLT15D/ZZLT1D  | 2640    | 1782   | 858      | 2243    | 1487   | 756      | 4883         |
| ZZLT25D/ZZLT1D  | 3205    | 1816   | 1389     | 2562    | 1531   | 1031     | 5767         |
| ZZLT25D/ZZLT15D | 1463    | 637    | 826      | 1140    | 480    | 660      | 2603         |
| ZZRT1D/ZZCK     | 477     | 225    | 252      | 361     | 181    | 180      | 838          |
| ZZRT15D/ZZCK    | 2072    | 910    | 1162     | 1448    | 634    | 814      | 3520         |
| ZZRT25D/ZZCK    | 3498    | 1524   | 1974     | 2481    | 1125   | 1356     | 5979         |
| ZZRT15D/ZZRT1D  | 1696    | 842    | 854      | 1197    | 650    | 547      | 2893         |
| ZZRT25D/ZZRT1D  | 3331    | 1472   | 1859     | 2494    | 1195   | 1299     | 5825         |
| ZZRT25D/ZZRT15D | 1401    | 586    | 815      | 1063    | 462    | 601      | 2464         |
| ZZLT1D/ZZRT1D   | 2204    | 750    | 1454     | 1911    | 683    | 1228     | 4115         |
| ZZLT25D/ZZRT25D | 2980    | 1447   | 1533     | 2303    | 1152   | 1151     | 5283         |
| ZZLT10D/ZZCK    | 3450    | 1418   | 2032     | 2524    | 966    | 1558     | 5974         |
| ZZLT10D/ZZLT1D  | 2634    | 1546   | 1088     | 2068    | 1229   | 839      | 4702         |
| ZZLT15D/ZZLT10D | 1386    | 884    | 502      | 1143    | 706    | 437      | 2529         |
| ZZLT25D/ZZLT10D | 2637    | 1324   | 1313     | 1957    | 1053   | 904      | 4594         |
| ZZLT10D/ZZRT10D | 2672    | 1104   | 1568     | 2131    | 866    | 1265     | 4803         |
| ZZRT10D/ZZCK    | 1720    | 771    | 949      | 1368    | 583    | 785      | 3088         |
| ZZRT10D/ZZRT1D  | 1282    | 669    | 613      | 1016    | 494    | 522      | 2298         |
| ZZRT15D/ZZRT10D | 925     | 468    | 457      | 624     | 388    | 236      | 1549         |
| ZZRT25D/ZZRT10D | 2416    | 1144   | 1272     | 1742    | 887    | 855      | 4158         |

# Supplementary material for: Integrative transcriptome and metabolome evaluation of melanin biosynthesis in Phyllostachys nigra during low-temperature growth
**Source:** For Res (Fayettev). 2025 Sep 23;5:e020. doi: 10.48130/forres-0025-0020
**Supplement:** Supplementary file 1 — Supplementary data to this article can be found online.

Table S3. The quality analysis of RNA-seq data

| Sample   | Raw Data Reads | Raw Data bases(G) | Valid Data Reads | Valid Data bases(G) | Valid Ratio(%) | Q20%  | Q30%  | GC content% |
|----------|----------------|-------------------|------------------|---------------------|----------------|-------|-------|-------------|
| ZZCK1    | 41547452       | 6.23G             | 39661076         | 5.95G               | 95.46          | 99.95 | 97.66 | 48.50       |
| ZZCK2    | 41530548       | 6.23G             | 39239078         | 5.89G               | 94.48          | 99.95 | 97.55 | 49          |
| ZZCK3    | 38816196       | 5.82G             | 37478582         | 5.62G               | 96.55          | 99.95 | 97.51 | 49          |
| ZZLT15D1 | 45328450       | 6.80G             | 42500550         | 6.38G               | 93.76          | 99.94 | 96.58 | 50.50       |
| ZZLT15D2 | 45371568       | 6.81G             | 42958952         | 6.44G               | 94.68          | 99.95 | 96.89 | 50          |
| ZZLT15D3 | 42052120       | 6.31G             | 39596230         | 5.94G               | 94.16          | 99.94 | 96.74 | 50.50       |
| ZZLT1D1  | 48379840       | 7.26G             | 45571744         | 6.84G               | 94.20          | 99.94 | 97.56 | 48.50       |
| ZZLT1D2  | 43617732       | 6.54G             | 41496556         | 6.22G               | 95.14          | 99.95 | 97.53 | 49.50       |
| ZZLT1D3  | 42955000       | 6.44G             | 40727774         | 6.11G               | 94.81          | 99.95 | 97.57 | 49.50       |
| ZZLT25D1 | 44263874       | 6.64G             | 40907008         | 6.14G               | 92.42          | 99.95 | 97.06 | 48.50       |
| ZZLT25D2 | 50035098       | 7.51G             | 45742832         | 6.86G               | 91.42          | 99.95 | 97.07 | 48.50       |
| ZZLT25D3 | 46296974       | 6.94G             | 42420914         | 6.36G               | 91.63          | 99.95 | 96.96 | 49          |
| ZZRT15D1 | 41605960       | 6.24G             | 39740034         | 5.96G               | 95.52          | 99.92 | 96.48 | 49.50       |
| ZZRT15D2 | 40577180       | 6.09G             | 38848998         | 5.83G               | 95.74          | 99.94 | 96.67 | 49.50       |
| ZZRT15D3 | 37861972       | 5.68G             | 36208014         | 5.43G               | 95.63          | 99.93 | 96.48 | 49.50       |
| ZZRT1D1  | 40069442       | 6.01G             | 38538064         | 5.78G               | 96.18          | 99.95 | 97.49 | 49          |
| ZZRT1D2  | 41457996       | 6.22G             | 39860590         | 5.98G               | 96.15          | 99.95 | 97.62 | 48.50       |
| ZZRT1D3  | 38900446       | 5.84G             | 37549238         | 5.63G               | 96.53          | 99.95 | 97.62 | 48.50       |
| ZZRT25D1 | 44161890       | 6.62G             | 41554774         | 6.23G               | 94.10          | 99.95 | 97.34 | 48.50       |
| ZZRT25D2 | 40994848       | 6.15G             | 38814202         | 5.82G               | 94.68          | 99.95 | 97.75 | 48.50       |
| ZZRT25D3 | 43649258       | 6.55G             | 41200940         | 6.18G               | 94.39          | 99.95 | 97.32 | 48.50       |

How the deposited data were processed for this re-analysis (not part of the article)

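Culms of black bamboo were sampled untreated (CK) and after 1, 15 or 25 days at 4 °C (LT1, LT15 and LT25) or at 25 °C (RT1, RT15 and RT25). Each of the 7 groups has 3 RNA sequencing libraries, 21 in all. The authors amplified full-length cDNA by PCR, sequenced it on a NovaSeq 6000, mapped the reads with HISAT2 2.2.1 to the genome of *P. edulis* (version 2018) and assembled transcripts with StringTie 2.1.6. One unit of the deposited table is FPKM, which the authors obtained with StringTie and ballgown. The other deposited unit is an estimated count for each gene and library. The paper's text and its supplementary tables do not state how these counts were made. They are whole numbers and were used as given. Their totals exceed the valid reads of Table S3 in 19 of 21 libraries, with 0.818 to 1.214 counts per read. Among low values 4 is the most frequent, with 13669 gene and library pairs against 7391 at 3 and 5647 at 5, so a count is not a read. The table covers 42460 genes, of which 41202 have a description, 26624 name a product, 37539 have GO terms and 14400 KEGG pathways. It has no columns besides those of the 21 libraries and of the annotation.

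The estimated counts summed to a median of 45608441 per library, with 44959388 to 46696000 in CK, 33957497 to 50338658 in LT1, 44726468 to 49887642 in LT15 and 42779971 to 48386147 in LT25. In RT1, RT15 and RT25 they summed to 44066957 to 46802239, 43077451 to 46846635 and 45036171 to 47001949. The paper's valid reads run from 36208014 to 45742832. The spread between libraries that edgeR fitted (common biological coefficient of variation) was 0.227 for LT1 against RT1, 0.0898 for day 15 and 0.218 for day 25, and 0.292 to 0.349 in comparisons with CK. PCR copies cannot be told from separate molecules.

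All work was done in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The design had assumed that FPKM alone would be available and had set limma on log2(FPKM + 1) as the test. As the table also holds estimated counts, edgeR's quasi-likelihood test with TMM scaling took its place, and the limma test became an added alternative. Each comparison used only the 6 libraries of its groups. A gene was tested with an FPKM of at least 1 in 3 of those 6 libraries, and called at a Benjamini-Hochberg adjusted p of 0.05 or less and a fold change of at least 2, the thresholds the paper gives for DESeq2. Tests compared LT with RT on each day, and each of the 6 treated groups with CK. Differences between days in the effect of temperature were tested as an interaction on the 12 libraries of the 4 groups involved. Replicate correlations are Pearson's r on FPKM, and principal components were taken on centred log2(FPKM + 1).

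Gene lists were drawn from the product text of the deposited annotation. Of 39 lists, 34 had at least 3 tested members and were tested with camera at a preset correlation of 0.01, adjusted over 102 tests. Camera with an estimated correlation and fry were run beside it. A pair of lists, K01593 decarboxylases and cytochrome P450 71A1, was added after seeing the table and is given by counts alone. GO terms and KEGG pathways of 10 to 3000 genes were tested with a one-sided Fisher's exact test against tested genes with any term of that kind. Genes called in either direction were taken together, so no p of a term covers its direction.

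Genes were named by a rule. It takes the genes the paper names, and per day the 12 called genes with the largest and the 12 with the smallest log2 fold change. These must have groups that do not overlap, a mean FPKM of at least 10 in the higher group and a named product, and the first is taken where several share a product text. It also takes, per list and day, the called members with the largest and smallest change and the most expressed member, and the 5 most significant terms of each kind. From these, members were chosen for the text by their function.

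The alternatives were pseudocounts of 0.1 and 0.5 in limma, no filter on low values, a filter at an FPKM of 5, TMM-scaled FPKM, TPM and quantile-normalized values, all 21 libraries in one fit, library weights, a replicate block, no fold threshold, a test against a fold of 1.2, and leaving out each replicate in turn. Added after seeing the data were DESeq2, DESeq2-style size factors in edgeR, scaling by library totals, counts divided by 4, and the libraries of each of LT15, RT15 and LT25 summed to 1. Limma with a pseudocount of 1, the test first set, was kept as a further alternative. All splits of 6 libraries into 3 and 3 (10) and 100 drawn splits of the interaction were tested as well.

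The edgeR test was tested on simulated data with the spread of each comparison and 50 changed genes per fold. At a 3-fold change, 70% of the genes were called for day 1, 98% for day 15, 76% for day 25 and 58% for the interaction of days 15 and 1. Among unchanged genes, it called 10 of 26917, 3 of 26508, 12 of 26800 and 3 of 28534. Far more genes changed in the real comparisons, which makes the adjusted p less strict there, so these simulated numbers do not carry over. The co-expression modules, the gene network, the metabolites, the qRT-PCR and the transgenic rice were not analysed here, as the deposited table holds only the RNA sequencing of the culms.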

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

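Tests for a library deposited more than once and for repeat libraries from 1 RNA pool were chosen only after the result was seen. Camera called a difference between days in the effect of 4 °C on chaperones, defence receptors, and lignin and cuticle genes. The lists below passed a test of the difference between the temperature effects of 2 days, by camera both with the preset and with an estimated correlation. Between days 1 and 15 the effect on NLR disease resistance genes moved by a median log2 fold change of −1.40 (adjusted p = 1.23e-11, and 0.0228 with an estimated correlation), and between days 1 and 25 by −1.64 (7.35e-14, and 0.0436). Starch and sucrose genes moved up by 0.45 between days 1 and 15 (adjusted p = 0.0166, and 0.0436), which ends with all 21 libraries in one fit (0.0561) and with summed libraries (0.0792). Heat shock proteins moved up by 3.89 between days 1 and 25 (1.4e-17, and 0.0436), or 3.45 without 3 members at 0 in a group, and by 1.73 between days 15 and 25 (3.72e-14, and 0.0052). Between days 15 and 25, epidermis, wax and cutin genes moved by 1.25 (0.00041, and 0.014) and phenylpropanoid and lignin enzymes by −0.58 (3.71e-06, and 0.0052). The test of days 15 and 25 rests on LT15, RT15 and LT25 besides RT25, and that of days 1 and 15 on LT15 and RT15. Spread within these groups may be technical alone, and the estimated correlation is drawn from it too. With summed libraries, camera was run at the preset correlation only.

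The 4 genes tested on day 1 and annotated as aromatic-L-amino-acid decarboxylase-like, whose substrate is not shown here, rose most on that day. With each library as a replicate, the difference to days 15 and 25 passed edgeR's quasi-likelihood test for each of these 4 genes. From day 1 to day 15 the log2 fold change of LT over RT differed by −4.85 for PH02Gene26873 (adjusted p = 2.27e-09), −1.42 for PH02Gene26874 (0.0112), −3.17 for PH02Gene31517 (5.48e-08) and −2.87 for PH02Gene42909 (3.22e-05). From day 1 to day 25 it differed by −5.98, −3.04, −6.11 and −5.25 for PH02Gene26873, PH02Gene26874, PH02Gene31517 and PH02Gene42909 (adjusted p = 0.000518, 0.0215, 0.000376 and 0.00113). PH02Gene42906, another gene of the list, was tested only where day 25 was involved. Between days 1 and 25 it went the other way, at 2.33, and did not pass (adjusted p = 0.163). Camera did not call the list of 5 between these days (adjusted p = 0.356, and 0.839 with an estimated correlation). With the libraries of LT15, RT15 and LT25 summed, the 4 differences between days 1 and 15 keep nearly the same size, at −4.84, −1.40, −3.16 and −2.85 for PH02Gene26873, PH02Gene26874, PH02Gene31517 and PH02Gene42909, but do not pass (adjusted p = 0.0724, 0.57, 0.169 and 0.22). In one fit of all 21 libraries without sums, that of PH02Gene26874 does not pass either (0.176), and those of PH02Gene26873, PH02Gene31517 and PH02Gene42909 do (0.000256, 0.0036 and 0.0081). Between days 1 and 25, with sums, that of PH02Gene26874 is −3.10 and does not pass (0.111), and those of PH02Gene26873, PH02Gene31517 and PH02Gene42909 do (0.0146, 0.00975 and 0.0183).

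A further signal lies in genes whose transcripts the paper does not report on. Polyphenol oxidase PH02Gene01841, an enzyme that oxidises phenols on the way to melanin, was lower in LT1 and LT15 than at 25 °C, by log2 fold changes of −3.43 (adjusted p = 0.0027) and −1.83 (1.5e-05), and higher in LT25 by 9.13 (standard error 0.59, adjusted p = 7.29e-05). In LT25 it had 7.60 ± 0.413 FPKM (SD, n = 3) and 766, 811 and 832 estimated counts, against 0, 4 and 0 in RT25, so the size of this change rests on very few counts. With summed libraries, the calls of LT1 and LT15 end (adjusted p = 0.0913 and 0.616), over ranges of 8.82e-07 to 0.0913 and 5.44e-07 to 0.616, and that of LT15 also with all 21 libraries in one fit (0.202) and in 4 settings of limma, whose log2 fold changes of −0.42 to −0.83 are short of 2-fold. In CK it stood at 0, 54.96 and 71.52 FPKM in replicates 1, 2 and 3, above every treated group in 2 of 3 libraries. PH02Gene48718, another polyphenol oxidase, had 0.766 to 0.917 FPKM in LT25 and is listed at 0 in all RT25 libraries. PH02Gene03906, annotated as a chloroplastic-like polyphenol oxidase, had 0.135, 0.440 and 0.343 FPKM in LT25 and 0.550, 0.895 and 0.172 in RT25, too low to be tested on that day. Heat shock proteins, of which the paper gives no values either, had a median of 2.44 in LT25 over RT25.

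Heat shock genes were lower in LT1 than in RT1 (median −1.49) and higher in LT25 than in RT25. A rise in RT1 over CK is argued against as the source of the day 1 difference, since LT1 also lay below CK with a median of −1.79 (quartiles −3.19 and −0.53), while RT1 lay at −0.19 of CK. One library that stands apart is argued against by the highest adjusted p of the list over the 12 times a replicate was left out, 0.000387. Over both other scalings the highest was 0.000744. Both are from camera at the preset correlation. As camera sets a list against all other genes, a scaling that shifts all genes alike could hardly end the call. The second value thus does not decide on scaling. On day 25 the median of all genes was 0.003 with TMM, −0.007 with DESeq2-style size factors and −0.005 with library totals, so scaling moved little there. With an estimated correlation the list passed at 0.05 on day 25 and not on day 1. As a hypothesis found in the same data, the pattern may be biological, with chaperone transcripts lost at first in the cold and held later. At day 25, LT25 lay at 0.78 of CK and RT25 at −1.67, so an effect of cold and a decline with time at 25 °C both stay open, as untested.

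When libraries are scaled by their totals, most called genes are lower in LT1 and LT15, with medians of all genes at −0.50 and −0.35. One shallow or odd library is argued against, as the median nearest 0 over the 12 times a replicate was left out was −0.345. A few genes taking most of the counts are argued against for LT1, where the median stayed at −0.497 with the 10 most abundant genes left out of the totals. It moved to −0.401 without the 500 most abundant genes (26.4% of LT1 totals and 21.7% of RT1), and to −0.283 without the largest set left out. A broad set of abundant genes taking more of the counts thus stays open as part of the source for LT1. For LT15 the median was −0.24 without the 500 most abundant genes (28.6% of LT15 totals against 23.4% of RT15). It was −0.172 without the largest set, so abundant genes stay open as part of the source there too. Less RNA per culm cell in the cold, which the design gives as a biological explanation, was not tested, as no spike-in is named. Scaling by totals takes out an even loss over all genes, so such a loss alone would not move these medians.

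Replicates of LT15, RT15 and LT25 differed less than those of the other 4 groups, with chi-squares per degree of freedom of 1.45 to 1.79 over 9 pairs against 4.9 to 87.7 over 12. These chi-squares take 4 estimated counts as 1 read pair, which is assumed. One library deposited more than once is argued against by the share of genes with identical FPKM in a pair of these replicates, 4.31e-05 at most, and deeper sequencing by their median total, 1.03 times that of the other groups. Repeat libraries from 1 RNA pool cannot be told apart from culms that were alike, as the lowest chi-square of 1.45 depends on that assumption. The paper calls the libraries biological repeats and does not name which shoots went into which. If they were repeats, their p-values would measure technical spread, which is why counts with the libraries summed are given. No biological explanation was tested.

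Splits of 3 against 3 libraries number 10, too few for a share under 0.05. In LT1, LT15 and LT25 against RT, 12182, 11191 and 6439 genes changed in the real split by edgeR, and in LT1, LT15, LT25, RT1, RT15 and RT25 against CK 7431, 9313, 6642, 4547, 6041 and 4588, with 0 in the highest other split. In each, 1 of 10 splits was as large, the real one. Every other split mixes both groups on each side, so any real differences enter the spread and keep its count low. These counts of 0 are thus no evidence for the real counts. Of the gene lists, 13, 19 and 13 were called in the real splits of days 1, 15 and 25 when adjusted within each split, and 15, 11 and 15 in the highest other, so that 4, 1 and 5 of 10 splits called as many. Camera ranks genes within a split and can thus call lists where no single gene passes. For the interaction, 10354 genes differed between days 1 and 15 (2 of 100 drawn splits as large) and 9552 between days 15 and 25 (3 of 100). These splits leave chance open. Those that mix LT and RT on both days gave 0 or 1 genes for days 1 and 15 and 0 for days 15 and 25. Their coefficients of variation of 0.645 to 0.652 and 0.562 to 0.57, against 0.183 and 0.181 in the real split, keep such counts low whatever the interaction is. The highest other splits, with 18293 and 15494 genes, exchange LT and RT on 1 of the days, so that the effects of both days add, which is a structure of the samples. Another split, with 10169 genes, kept LT15 and RT15 whole.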

How the results depend on the processing

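DESeq2, DESeq2-style size factors, library totals, counts divided by 4 and summed libraries were chosen only after the result was seen. Limma with a pseudocount of 1 had been set as the main test before the data were examined. It became an alternative when edgeR took its place, once the table was seen to hold estimated counts. No named gene or gene list that was called changed its direction under the settings run for it. With library totals, changed genes against CK turned from mostly lower to mostly higher in LT25, RT1, RT15 and RT25 (64.4%, 64.9%, 56.7% and 61.4% higher), and medians of lists that were not called changed sign, as for NLR genes in LT1 (0.38 to −0.06). Of the values of main results under alternatives, 601 stayed within 1.5 times (r and shares of variance within their spread) and 90 moved further. Among tests of named genes 10421 kept their side of the threshold, 289 fell short and 86 newly passed, and among list tests 2110, 162 and 68. The interaction was run with all 21 libraries in one fit, library totals, limma with a pseudocount of 1, summed libraries and each replicate left out, and under no other setting. Apart from summed libraries, its counts stayed within 1.5 times, with 8443 to 10640 genes between days 1 and 15, 8033 to 10355 between days 15 and 25 and 12304 to 14147 between days 1 and 25. Summed libraries gave 4039, 1409 and 10247, of which the first 2 are beyond 1.5 times.

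An FPKM of at least 5, which tests fewer genes, gave 4145 lower in LT1, 3439 higher and 3635 lower in LT15, and 1925 and 1818 in LT25. Against CK it gave 4590, 5769 and 4035 changed in LT1, LT15 and LT25, and 3851 and 2937 in RT15 and RT25. It left 0 of the serotonin genes called in LT25. With no filter, 5 serotonin genes were called in LT15.

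No fold threshold, which admits smaller changes, gave 8938 higher in LT1, 10637 higher and 11016 lower in LT15, and 6919 and 6873 in LT25, and against CK 13989 in LT15, 11353 in LT25 and 9929 in RT15. It called 7 serotonin genes in LT15 and 2 in LT25, and 12 network transcription factors in LT15. GO terms fell to 21 for LT against CK and 54 for RT, and KEGG pathways to 5 and 13. A test against a fold of 1.2 called 0 serotonin genes in LT25.

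In limma, genes higher in LT1 numbered 3690 with a pseudocount of 0.5, 3415 with 1 and 3522 with library weights. In LT15 they numbered 3393, 3011 and 3011, and 3316 on TPM. Library weights gave 7213 genes in RT25 against CK and 2 serotonin genes in LT25, and TPM 19 KEGG pathways for LT against CK. The cause was not tested.

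Summed libraries, which leave fewer samples and also fit all groups together, gave 2922 higher and 3130 lower in LT15, 1796 and 1694 in LT25, and 4253 and 3371 changed in LT25 and RT15 against CK. All 21 libraries in one fit, without sums, gave 5275 and 5638, 3002 and 3402, and 7332 and 6814. Summed libraries called 0 serotonin genes in LT15 and LT25 and 4 network transcription factors in LT25, and one fit without sums 2, 1 and 8. Both called 9 lists in LT15, so that this number is not put down to summing. With 1 sample in a group, that sample is assumed to vary like the other groups. Library totals called 0 serotonin genes in LT25. The cause was not tested. A replicate block, whose numbers share only a number (r of −0.08 to 0.092), gave 5641 higher and 6343 lower in LT1, 5307 and 5914 in LT15, and 3126 and 3101 in LT25.

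Camera with an estimated correlation called 0, 0 and 1 lists in LT1, LT15 and LT25 (3, 11 and 8 at an unadjusted p under 0.05), against 13, 18 and 13. Fry called 26, 31 and 22. It tests for a change of the list in 1 direction without setting it against other genes.

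Leaving out a replicate, which leaves fewer samples, gave 1912 to 7768 genes in RT1 against CK, 3869 to 8692 in RT15 and 1181 to 7729 in RT25, each highest without CK replicate 1. The lowest came without RT1 replicate 1, RT15 replicate 3 and RT25 replicate 2. Without CK replicates 2 and 3 and RT1 replicates 2 and 3, RT1 had 2828, 2585, 1991 and 2943. Without RT15 replicates 1 and 2, RT15 had 3902 and 3904. Without CK replicates 2 and 3 and RT25 replicate 3, RT25 had 2310, 1988 and 2733. Against CK, LT1 ran from 5508 to 8782, LT15 from 8124 to 10258 and LT25 from 4744 to 8837. KEGG pathways for LT against CK ran from 19 (without CK replicate 3 or LT1 replicate 1) to 29. In LT25 0 to 4 serotonin genes were called, with 4 without RT25 replicate 3 and 0 without any LT25 replicate or RT25 replicate 2. Against RT, LT1 ran from 5507 to 5836 higher and 6089 to 6511 lower, LT15 from 5250 to 5304 and 5855 to 5961, and LT25 from 2692 to 3455 and 2971 to 3472.

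Taken by day, GO terms for LT against CK numbered 56 on day 15 and 65 on day 25, and KEGG pathways 18 on day 25. For RT they numbered 95 on day 1 and 62 on day 25, and KEGG pathways 12 on day 1. Single days hold fewer changed genes. With all genes of the table as background, 13 KEGG pathways passed for LT.

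The lowest r within a group was 0.931 on log2(FPKM + 1) and 0.933 as Spearman's rho, and principal components of FPKM without logs held 67.1% and 12.4%. These scales weigh the most abundant genes differently.

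As to sensitivity, data were simulated with the spread of each comparison and 50 changed genes per fold. In them, 28% of genes with a 2-fold change passed the adjusted p in LT1, 92% in LT15 and 52% in LT25. Far more genes changed in the real comparisons, which makes the adjusted p less strict there. These shares therefore do not give how often a real change is missed.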

Differences from the paper's values

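Comparisons marked as chosen after seeing the values (DESeq2, DESeq2-style size factors, library totals, counts divided by 4 and summed libraries) were added only after the result was seen. The design had set limma with a pseudocount of 1 as the main test. Once the table was seen to hold estimated counts, edgeR took its place, so the numbers given here by edgeR come from a later choice. For LT1 against RT1, the paper's number of downregulated genes is 10258 and the number here 6461, at the thresholds the paper states. Of 18 alternatives set before the data were examined, 6 came within 1.5 times the paper's value. These were limma with a pseudocount of 0.1 (9643) or 0.5 (8896), no filter on low values (7671), limma on TPM (8237), library weights (7953) and no fold threshold (9485). The other 12 did not, with 4145 at an FPKM of 5, 4996 on TMM-scaled FPKM, 4790 on quantile-normalized values, 6385 with all 21 libraries in one fit, 6343 with a replicate block, 6394 against a fold of 1.2, and 6089 to 6511 without a replicate. Limma with a pseudocount of 1, the test first set by the design, also came within it (7903). Of the settings chosen after seeing the values, library totals (9292) came within it. DESeq2 (6346), DESeq2-style size factors (6337) and counts divided by 4 (6549) did not.

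For LT15 against RT15, the paper has 10063 downregulated genes and the number here is 5902. Of the 18 alternatives set before the data were examined, limma with a pseudocount of 0.1 (8079) or 0.5 (7321), no filter (7647), limma on TPM (7470) and no fold threshold (11016) came within 1.5 times. An FPKM of 5 (3635), TMM-scaled FPKM (4295), quantile-normalized values (4141), all 21 libraries in one fit (5638), library weights (6296), a replicate block (5914), a fold of 1.2 (5898) and leaving out a replicate (5855 to 5961) did not. Library totals gave 7877, within 1.5 times but chosen after seeing the values. Limma with a pseudocount of 1 (6288), DESeq2 (5757), DESeq2-style size factors (5808), counts divided by 4 (5898) and summed libraries (3130) did not reach it.

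For LT25 against RT25, the paper has 5004 downregulated genes and the number here is 3328. Among the alternatives set before the data were examined, limma with a pseudocount of 0.1 (3367), no filter (4238), all 21 libraries in one fit (3402), no fold threshold (6873) and the settings without RT25 replicate 1 (3472) or replicate 3 (3457) came within 1.5 times. Outside it were a pseudocount of 0.5 (2940), an FPKM of 5 (1818), TMM-scaled FPKM (2382), TPM (3132), quantile-normalized values (2447), library weights (2827), a replicate block (3101), a fold of 1.2 (3235), and the settings without RT25 replicate 2 (3059) or without an LT25 replicate (2971 to 3000). Chosen after seeing the values, DESeq2 (3478), DESeq2-style size factors (3375), library totals (3372) and counts divided by 4 (3337) came within it. Limma with a pseudocount of 1, the test first set by the design, did not (2460). The paper does not list its called genes, so how many of them each setting drops cannot be counted.

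For the share of variance on the first principal component, the paper shows about 63% in Supplementary Fig. S3, read by eye, and the share here is 36.7%. Set before the data were examined, FPKM without logs gave 67.1%, within 1.5 times, and values scaled per gene 34.0%, which is outside it.

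The paper counts integral membrane components among the main terms of genes that responded to LT and RT. Here the term passed against CK for RT (adjusted p = 0.0155, one-sided Fisher's exact test) and not for LT over the 3 days (0.147), but it passed for LT1 alone (0.0145) and in LT1 and LT15 against RT (1.46e-08 and 0.0197). The paper states that the SNAT genes were downregulated at low temperature. PH02Gene02432 was called lower in LT1, and the log2 fold changes of PH02Gene02432 and PH02Gene05544 were negative on all 3 days, but the other 5 of these 6 did not pass the thresholds. For PH02Gene02432 in LT15 this rests on the scaling, as −0.73 became −1.09 and −1.04 in limma with a pseudocount of 0.1 or 0.5 and −1.06 on TPM, each called, and −1.05 with library totals (adjusted p = 6.16e-09), a setting added after seeing the data. In limma with a pseudocount of 1, the test first set by the design, and with library weights, PH02Gene02432 stayed just short of 2-fold, both at −0.99. The TDC genes, which the paper states to be upregulated at low temperature, were called higher in 6 of 12 tests of 4 genes on 3 days and lower in none of them, with 4 calls in LT1 and 2 in LT15 by edgeR, and on day 25 all 4 log2 fold changes were below 0.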

Other observations

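Choices made only after the result was seen are the lists of K01593 decarboxylases and cytochrome P450 71A1 and the settings with summed libraries, library totals and counts divided by 4. Beyond the groups given at the claims, culms on day 1 in the cold held fewer transcripts for making chlorophyll. They held more for raffinose sugars and for the synthesis and signalling of abscisic acid, taken as 1 list. Each of these calls ends under some setting. Of 16 chlorophyll biosynthesis genes, 10 were lower and 2 higher in LT1 (camera, adjusted p = 0.0014, and 0.255 with an estimated correlation), which limma ends in 4 of its settings (up to 0.0605, range over all alternatives 0.000171 to 0.0605). Of 10 raffinose genes 7 were higher (adjusted p = 0.0182, and 0.255), which ends at an FPKM of 5 (0.0985, range 0.00296 to 0.0985) and with all 21 libraries in one fit (0.051). Of 12 abscisic acid genes 7 were higher and 2 lower (0.0272, and 0.399), which ends without a filter (0.1), at an FPKM of 5 (0.0774), on TMM-scaled FPKM (0.15) and in 3 other settings (range 0.00353 to 0.15). Of 99 epidermis genes 46 were lower and 22 higher (0.038, and 0.449), which ends without RT1 replicate 3 (0.0597), with library totals (0.122) and in limma (up to 0.325, range 0.0134 to 0.325).

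On day 15 the culms in the cold also held more transcripts for laccases, which can oxidise phenols, and for tryptophan synthesis, and fewer of the Calvin cycle. Of 19 laccase genes, 13 were higher and 4 lower (adjusted p = 0.0285, and 0.221 with an estimated correlation), with a median of 2.94, which ends with no filter (0.214), at an FPKM of 5 (0.0821), with summed libraries (0.153) and in 2 other settings (range 0.0038 to 0.214). Of 18 tryptophan synthesis genes 8 were higher and 1 lower (4.68e-05, and 0.0772), which ends with summed libraries (0.125) and all 21 in one fit (0.143, range 2.05e-06 to 0.143). The same settings end the calls of 80 NAC genes with 32 higher and 13 lower (0.000111, and 0.0772), at 0.0992 and 0.108 (range 4.22e-05 to 0.108), and of 120 starch and sucrose genes with 47 and 26 (0.000915, and 0.0772), at 0.107 and 0.108 (range 0.000678 to 0.108). Of 27 Calvin cycle genes 12 were lower and 2 higher (0.00181, and 0.111), which ends with summed libraries (0.596), all 21 libraries in one fit (0.573) and most settings of limma (range 0.000144 to 0.596). Of 13 abscisic acid genes 6 were higher and 1 lower (0.00288, and 0.13), called under each setting (range 0.000932 to 0.0182). Of 46 jasmonate genes 19 were higher and 8 lower (0.00341, and 0.24), which ends in limma (up to 0.309), with all 21 libraries in one fit (0.225) and with summed libraries (0.202, range 0.00184 to 0.309). Of 102 epidermis genes 45 were lower and 22 higher (0.0429, and 0.257), which ends without RT15 replicate 1, 2 or 3 (0.0513, 0.0516 and 0.0599) and in limma, both filters, library totals and other settings (range 0.0335 to 0.258). Of 42 heat shock genes 17 were higher and 5 lower (0.0482, and 0.279), which ends without RT15 replicate 1 or 2 (0.0535 and 0.0645), at an FPKM of 5 (0.134), with library totals (0.101), counts divided by 4 (0.0687), all 21 libraries in one fit (0.11) and summed libraries (0.139, range 0.00529 to 0.139).

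On day 25 laccases and wall-loosening enzymes stood higher in the cold. Of 14 laccase genes 8 were higher and 1 lower (adjusted p = 0.00727, and 0.399 with an estimated correlation), which ends with no filter (0.172, range 0.000192 to 0.172). Of 13 expansins and xyloglucan enzymes 6 were higher (0.00727, and 0.158), which ends in limma (range 0.00694 to 0.231). Of 20 clock genes 5 were higher (0.0182, and 0.563), which ends without RT25 replicate 2 (0.0609), at an FPKM of 5 (0.11) and in limma (range 0.00127 to 0.261). Of 55 ERF genes 16 were higher and 7 lower (0.0285, and 0.221), which ends without LT25 replicate 3 (0.0514) or RT25 replicate 1 (0.0572) and in limma, both filters, all 21 libraries in one fit and summed libraries (range 0.0144 to 0.157). Of 85 NAC genes 27 were higher and 15 lower (0.0357, and 0.707), which ends without LT25 replicates 1, 2 or 3 (0.0982, 0.0578 and 0.0641) or RT25 replicates 2 or 3 (0.071 and 0.143), in limma, with all 21 libraries in one fit (0.682) and with summed libraries (0.561, range 0.0125 to 0.682). Adjusted over the list alone, the numbers of these 3 days were the same except for epidermis on day 1 (22 higher and 47 lower) and NAC on day 25 (27 and 16).

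Some lists passed only under alternatives, of which examples are given. In LT1, DREB/CBF genes (camera, adjusted p = 0.0565) passed without LT1 replicate 1 (0.0499) and with all 21 libraries in one fit (0.0392). They also passed in limma with a pseudocount of 0.1 or 0.5 (0.0065 and 0.0056), over a range of 0.00529 to 0.208. ERF genes (0.0503) passed without RT1 replicate 1, 2 or 3 (0.0416, 0.0368 and 0.01, range 0.01 to 0.186). NLR genes (0.0668) passed at an FPKM of 5 (0.0163, range 0.0033 to 0.581) and class III peroxidases (0.199) with library totals (0.0485, range 0.0485 to 0.669). In LT25, WRKY genes (0.223) and photosystem genes (0.384) passed without RT25 replicate 3 (0.00659 and 0.0368, ranges 0.00659 to 0.696 and 0.0368 to 0.833).

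Of MYB genes, 33 were higher and 28 lower of 105 tested in LT1, 22 and 27 of 95 in LT15, and 20 and 14 of 95 in LT25, and camera called the list on none of the 3 days (adjusted p = 0.614, 0.888 and 0.677). The same holds for the lists that follow, given in that order. Auxin synthesis had 1 and 3 of 5, 1 and 4 of 6, and 0 and 2 of 5. Cell cycle genes had 15 and 7 of 55, 13 and 11 of 59, and 3 and 8 of 55. Histones had 6 and 9 of 35, 7 and 17 of 41, and 4 and 8 of 39. Chlorophyll breakdown had 7 and 7 of 22, 7 and 0 of 18, and 7 and 4 of 21. Class III peroxidases had 18 and 13 of 45, 20 and 18 of 48, and 14 and 6 of 47. Flavonoid enzymes had 8 and 11 of 28, 12 and 14 of 31, and 4 and 7 of 30, and glycolysis 12 and 16 of 70, 10 and 5 of 69, and 7 and 3 of 69. Pathogenesis-related proteins had 15 and 7 of 46, 8 and 20 of 44, and 11 and 15 of 47. Secondary wall markers had 2 and 2 of 5, 1 and 4 of 9, and 1 and 3 of 5, phloem markers 2 and 1 of 8, 2 and 2 of 7, and 1 and 0 of 5, and organellar genes 1 and 1 of 3, 0 and 0 of 3, and 0 and 1 of 3. Coumarin biosynthesis, with 0 and 1 of 1, 1 and 0 of 2, and 0 and 1 of 2, had too few tested members for camera.

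Between days, further lists passed camera with the preset and not with an estimated correlation, of which examples are given. Between days 1 and 15 the temperature effect on photosystem genes differed by a median of 3.22 (adjusted p = 1.65e-24, and 0.0597), on the Calvin cycle by 2.04 (1.55e-09, and 0.204), on heat shock proteins by 1.76 (2.26e-09, and 0.183), on tryptophan synthesis by −2.35 (2.54e-08, and 0.283), on WRKY genes by −1.08 (5.03e-07, and 0.196) and on TDC by −3.02 (9.44e-06, and 0.204). Between days 15 and 25 ribosomal proteins differed by 0.66 (1.98e-10, and 0.342) and photosystem genes by 1.55 (0.000552, and 0.839). Between days 1 and 25 photosystem genes differed by 5.02 (1.4e-17, and 0.342) and tryptophan synthesis by −4.36 (0.00683, and 0.722).

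Among regulators with names like those of the paper's network, PH02Gene36583, annotated as a putative WRKY transcription factor 19, stood at 54.4 ± 13.9 FPKM in LT1 (SD, n = 3) and 3.18 in RT1 (2.43 to 3.82), a log2 fold change of 4.57 (standard error 0.26, adjusted p = 8.3e-06) by edgeR's quasi-likelihood test, higher in 3 of 3 libraries. In CK it stood at 52.1 ± 33.8 FPKM (SD, n = 3). It had 0.75 in LT15, short of 2-fold, and 1.55 in LT25 (adjusted p = 0.000597, but 0.126 with summed libraries, over a range of 1.97e-13 to 0.126). The effect on it fell between days 1 and 15 by 3.82 on the log2 scale (adjusted p = 1.54e-07, and 0.0326 with summed libraries). Whether it is the paper's PnWRKY19-3 is not given. ERF060 (PH02Gene08579) was called lower on all 3 days, with −5.54 in LT15 and −2.79 in LT25, while PH02Gene17790 and PH02Gene21002 had 5.35, 4.75 and 3.67, and 2.99, 4.09 and 4.65. These 2 are annotated as HHO5, whereas the paper's text names PnHHB5, and whether they are the same is not given. The NAC2 genes PH02Gene03284, PH02Gene04042 and PH02Gene18568 had 3.24, 2.54 and 1.82 in LT1, and PH02Gene04042 had −1.68 in LT25. The LHW genes PH02Gene22685 and PH02Gene26450 had 1.54 and 1.60 in LT15, and the Myb-related gene PH02Gene50223 had −2.34 in LT1. Of 5 WRKY2 genes, the most expressed, PH02Gene25907, had 2.51 in LT1, 1.46 in LT15 and 0.57 in LT25, the last short of 2-fold. PH02Gene48110 had 1.82 in LT1 and was not called later. PH02Gene31580 had 2.32, −2.43 and −2.88, PH02Gene36616 had 4.05 in LT1 and −1.45 in LT25 (adjusted p = 0.0277, but 0.299 with summed libraries, 0.0502 with a replicate block, and 0.0821 to 0.0899 without any LT25 replicate or RT25 replicate 2), and PH02Gene48629, tested only on day 25, had 6.85 with a mean of 1.58 FPKM in LT25.

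The K01593 decarboxylases had 5 higher and 1 lower of 6 tested in LT1, 4 and 0 of 6 in LT15 and 2 and 0 of 7 in LT25. Cytochrome P450 71A1 genes had 2 higher and 2 lower of 8 in LT1, 1 and 5 of 9 in LT15 and 1 and 4 of 10 in LT25. Of these, PH02Gene03042 had 3.68, −0.60 and −3.88, and it is not identified as a T5H.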
